# Reprogramming of gene expression during compression wood formation in pine: Coordinated modulation of S-adenosylmethionine, lignin and lignan related genes

**DOI:** 10.1186/1471-2229-12-100

**Published:** 2012-06-29

**Authors:** David P Villalobos, El-Sayed S Said, Rafael A Cañas, Sonia H E Van Kerckhoven, Rocío Bautista, Manuel Gonzalo Claros, Francisco M Cánovas, Francisco R Cantón

## Abstract

**Background:**

Transcript profiling of differentiating secondary xylem has allowed us to draw a general picture of the genes involved in wood formation. However, our knowledge is still limited about the regulatory mechanisms that coordinate and modulate the different pathways providing substrates during xylogenesis. The development of compression wood in conifers constitutes an exceptional model for these studies. Although differential expression of a few genes in differentiating compression wood compared to normal or opposite wood has been reported, the broad range of features that distinguish this reaction wood suggest that the expression of a larger set of genes would be modified.

**Results:**

By combining the construction of different cDNA libraries with microarray analyses we have identified a total of 496 genes in maritime pine (*Pinus pinaste*r, Ait.) that change in expression during differentiation of compression wood (331 up-regulated and 165 down-regulated compared to opposite wood). Samples from different provenances collected in different years and geographic locations were integrated into the analyses to mitigate the effects of multiple sources of variability. This strategy allowed us to define a group of genes that are consistently associated with compression wood formation. Correlating with the deposition of a thicker secondary cell wall that characterizes compression wood development, the expression of a number of genes involved in synthesis of cellulose, hemicellulose, lignin and lignans was up-regulated. Further analysis of a set of these genes involved in S-adenosylmethionine metabolism, ammonium recycling, and lignin and lignans biosynthesis showed changes in expression levels in parallel to the levels of lignin accumulation in cells undergoing xylogenesis *in vivo* and *in vitro*.

**Conclusions:**

The comparative transcriptomic analysis reported here have revealed a broad spectrum of coordinated transcriptional modulation of genes involved in biosynthesis of different cell wall polymers associated with within-tree variations in pine wood structure and composition. In particular, we demonstrate the coordinated modulation at transcriptional level of a gene set involved in S-adenosylmethionine synthesis and ammonium assimilation with increased demand for coniferyl alcohol for lignin and lignan synthesis, enabling a better understanding of the metabolic requirements in cells undergoing lignification.

## Background

Large amounts of wood can be formed throughout the life of a tree through a complex process of cell differentiation called xylogenesis. In this process, cambium-derived cells undergo cell division followed by thickening of the secondary cell wall by modification of the synthesis and deposition of cellulose, hemicelluloses, cell wall proteins and lignin, and finally programmed cell death to develop tracheary elements [1]. Genes involved in these cellular processes are under strict transcriptional regulation during different stages of differentiation [2]. Nevertheless, inputs from external cues are also integrated in this developmental program to adapt secondary xylem properties to growth requirements in a continuously changing environment [3]. As a result of this interaction, natural variations are found in wood properties not only among different species and genotypes, but also within the same tree [4].

Transcriptome analysis of differentiating secondary xylem has allowed us to draw a general picture of the genes, metabolic pathways and potential regulators involved in wood formation [5-11]. However, our knowledge is limited as to how the transcriptomes, proteomes and metabolomes involved in wood development are modulated by developmental and environmental signals to cause within-tree variation in wood properties. Considerable effort has been focused on studying the main pathways that lead to monolignol biosynthesis [12] and carbohydrate partitioning to cellulose [13], as well as understanding how changes in gene expression in those pathways may affect cellular wall characteristics and, consequently, wood quality [14]. However, less attention has been paid to the pathways that provide S-adenosylmethionine (SAM) for methylation reactions during biosynthesis of coniferyl and sinapyl alcohols, even though transcripts and proteins for enzymes of these pathways are abundant in the developing xylem [15,16]. Consumption of methyl units during lignification also implies the existence of an important carbon sink, and modifications in the availability of SAM may affect wood quality through alterations in lignin content and composition [16-18]. Furthermore, it has been proposed that glycine decarboxylase activity associated with SAM metabolism could be an important source of released ammonium, which must be efficiently re-assimilated to prevent significant imbalances in the strict nitrogen economy of the plant [19].

Molecular determinants of intra-genotype variation can be identified by comparing transcriptomes from cambial derivatives undergoing differentiation in the same tree that produce wood that differs in composition and structure [4]. However, the plasticity of the molecular machinery involved in wood formation [3] may result in some difficulties in terms of defining candidate genes when expression patterns are compared over different annual growth periods. Therefore, the definition of a consistent set of candidate genes for wood property variations requires analysis that mitigates sources of variation from genotypes and local environmental changes.

Reaction wood illustrates how the integration of environmental signals into the secondary xylem developmental program leads to intra-genotype variation in wood. When the stem of a woody plant grows in a non-vertical orientation it forms reaction wood, a specialized secondary xylem that helps the stem maintain a certain orientation and re-orients growth [20]. In gymnosperms, reaction wood is called compression wood and it develops on the underside of branches and inclined stems [21]. Cell walls in compression wood tracheids are thicker than in normal wood and lack the innermost S3 layer. It also contains more lignin, less cellulose and altered levels of hemicelluloses than normal wood. Moreover, in compression wood cellulose microfibrils are deposited with increased angle relative to the cell axis [22,23], and the lignin is enriched in p-hydroxyphenylpropane units [24,25]. In contrast, opposite wood develops on the opposite side of the inclined stem and it is more similar to normal wood [25]. Differential expression of a few genes during compression wood differentiation compared to normal or opposite wood has been reported [16,26-28]. However, the clear anatomical, structural and compositional differences that characterize compression wood suggest that the expression of more genes would be modified during its differentiation [25,29,30].

We are interested in how biosynthetic pathways that provide substrates for xylogenesis are coordinated and regulated according to the different demands during development of wood with distinct composition. In particular, comparison of samples from differentiating compression wood and opposite wood from the same tree allows us to analyze the transcriptome changes accompanying to different levels of lignin deposition during xylogenesis. In this work, we present the results of a comparative transcriptomic analysis that comprehensively uses a range of cDNA libraries and microarray analyses, combining samples from different *Pinus pinaste*r provenances collected in different years and geographic locations, to identify changes in the transcriptome associated with compression wood development.

## Results

### Identification of genes differentially expressed during compression and opposite wood formation in *Pinus pinaster*

To identify genes that are differentially expressed between compression (Cx) and opposite (Ox) developing xylem we followed the strategy depicted in Figure 1. Samples from different provenances collected in different years at two latitudes were integrated into the analyses to mitigate the effects of multiple sources of variability. Two microarrays were manufactured with cDNA libraries constructed with RNA isolated from adult maritime pine trees of Corsican and Aquitaine provenances grown in Aquitaine, France. The first microarray (Figure 1, cDNA microarray 1) was constructed using a set of 2800 cDNAs from samples of Cx, Ox, early (Ex) and late (Lx) developing xylem collected in 1998, 1999 and 2000. The second microarray (Figure 1, cDNA microarray 2) was constructed with 4041 cDNA clones from four subtractive libraries obtained by reciprocally subtracting cDNA populations obtained from Cx and Ox samples that were collected in 1998 and from juvenile (Jx) and mature (Mx) developing xylem collected in 2001. Both microarrays were hybridized with labeled aRNA targets synthesized from Cx and Ox collected from four maritime pine trees of the Sierra Bermeja provenance, Spain [31], sampled in 2005. 

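On cDNA microarray 1, PCR-amplified inserts of the composite xylem library are printed as spots on glass slides, and each slide is hybridized at once with a Cx target and an Ox target, one labeled with Cy3 and the other with Cy5, so that every spot gives a ratio between the xylem types. The values used here are the log2 ratios of 2910 spots in 8 columns that the authors deposited. None of the 2910 spots had a missing value. According to the paper, the spots were background-corrected with the normexp method and normalized with print-tip loess, which takes the bulk of the spots of each printing pin as unchanged, and no scaling between arrays was applied. The paper kept 2598 spots after filters on spot flags and on signal over background. Spot intensities are not used here, so those filters were not repeated and all 2910 spots were tested. The number of arrays, and not a known signal depth, limits the precision of each ratio. The medians of the 8 columns as deposited lay between -0.03 and 0.02. By the sample labels, 4 columns hold Cx in Cy3 and 4 hold Ox in Cy3, each set numbered as trees 1 to 4. The direction of the ratio was taken from Additional file 1, of which the first 1999 of the 2598 rows were used. Once the columns with Ox in Cy3 were turned, the mean over the 8 columns equaled the log2 fold change of each of the 1999 rows to the digits printed there. Every ratio is therefore given as log2(Ox/Cx), which is negative where a transcript was more abundant in Cx. With the dyes of the labels, the deposited values are then log2(Cy5/Cy3), whereas the methods word the ratio as Cy3 and Cy5.

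The columns fell into 4 pairs. Within a pair, the 2 columns carry the numbers of different trees in the labels, yet they correlated at r = 0.969 to 0.984 across spots, which are not independent replicates. Columns of the same dye orientation outside a pair correlated at r = 0.843 to 0.875. The 2 columns that carry the same tree number in the 2 dye orientations correlated at r = 0.637 to 0.751 after turning. The methods state that every slide was printed with 2 full copies of the microarray and that 4 hybridizations were made with targets from different trees. The 2 columns of a pair differed by less than any 2 columns outside a pair, and they were averaged and counted as 1 hybridization. This leaves 4 hybridizations, 2 with Cx in Cy3 (hybridizations 1 and 2) and 2 with Ox in Cy3 (hybridizations 3 and 4). Which tree each hybridization used was not settled and is not stated here. The averaging over pairs was chosen after the values were seen; the design set before that averaged the 2 columns with the same tree number, and its counts of called spots are given beside the others. Each spot was tested on the 4 averages with limma's robust linear model, moderated by empirical Bayes and adjusted by the Benjamini-Hochberg method over the 2910 spots. A spot was called at a change of at least 1.5-fold and an adjusted p of at most 0.001, as in the paper, and also at an adjusted p of at most 0.05.

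**Figure D1:**
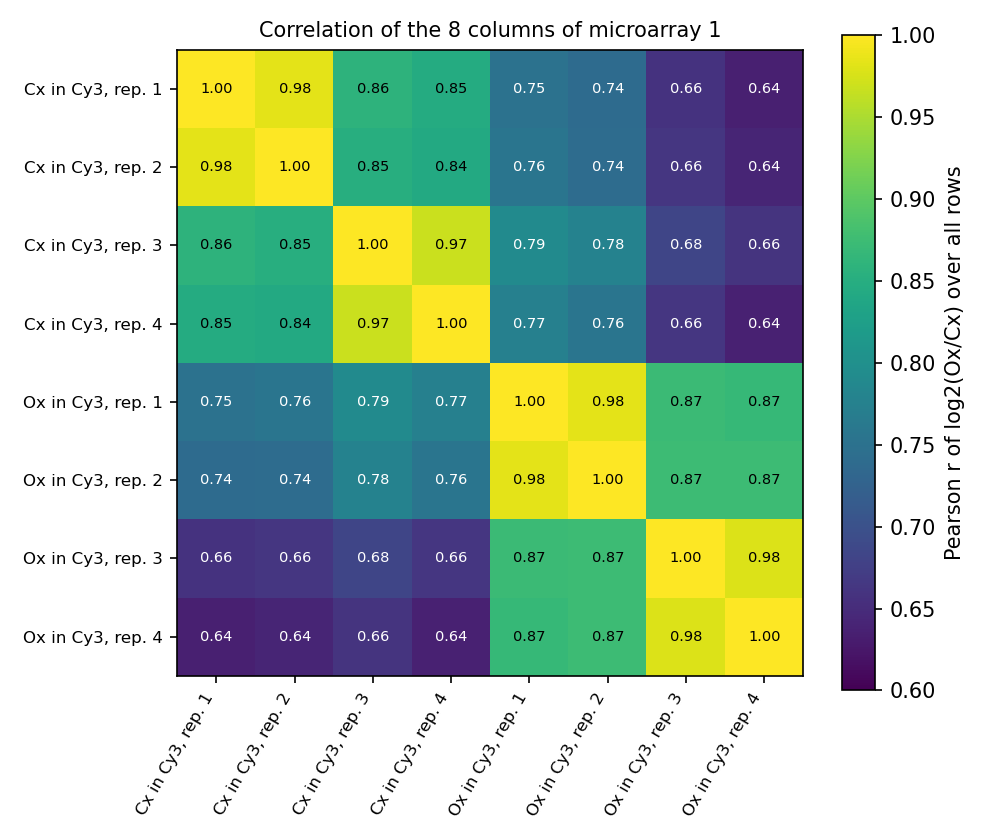
Pearson correlation across the 2910 spots between the 8 columns of microarray 1, turned to log2(Ox/Cx) and named by dye orientation and labelled replicate number. The pairs of adjacent columns reach 0.97 to 0.98, and all other pairs lie between 0.64 and 0.87.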

To validate the expression patterns of selected genes, northern blot and qRT-PCR analyses were carried out with samples of adult trees from Sierra Bermeja provenance collected in 2005 and 2008, respectively.

**Figure 1:**
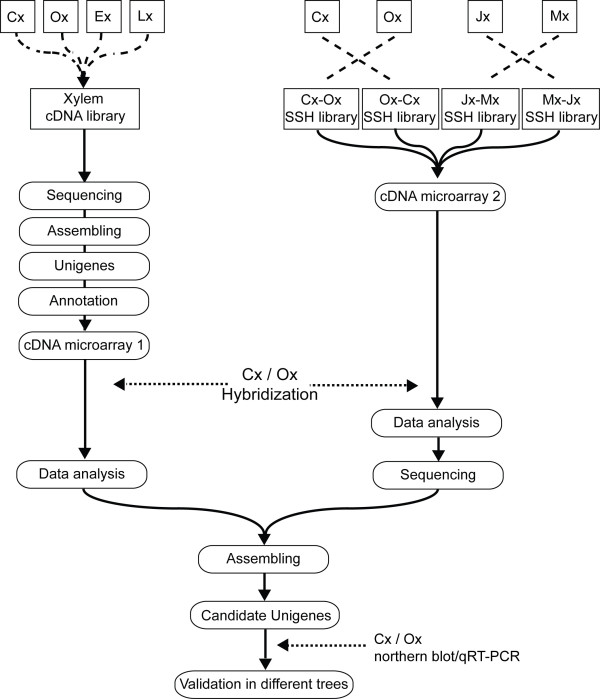
**Schematic overview of the experimental procedure used in this work to identify genes differentially expressed between compression and opposite developing xylem from maritime pine.** Samples of differentiating secondary xylem forming compression (Cx), opposite (Ox), early (Ex), late (Lx), juvenile (Jx) and mature (Mx) wood were used for cDNA libraries construction.

Microscopic examination and lignin quantification were performed for phenotypic validation of the samples (Figure 2). Consistent with the typical morphology of compression wood tracheids [25], transversal sections of developing tracheids showed a rounded shape and many intercellular spaces, whereas Ox developing tracheids had straight sides and few intercellular spaces (Figure 2a). Lignin content was determined in samples from the four trees used in microarray analyses and the four trees used in qRT-PCR (Figure 2b). Cx samples contained significantly more lignin than Ox samples. However, variability in lignin content between both types of developing xylem was evident among trees. In particular, the difference in lignin content between Cx and Ox samples from tree T4-08 was lower compared to the other trees and not statistically significant according to a *t*-test.

**Figure 2:**
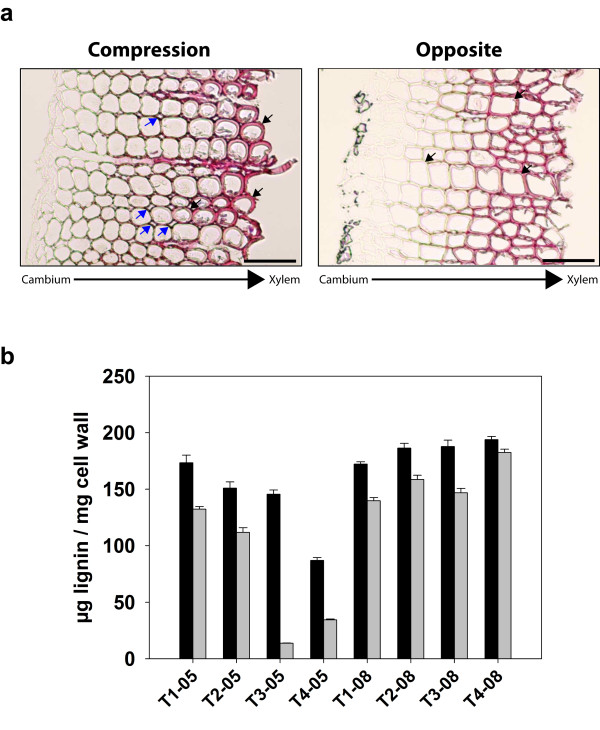
**Cross-sectional images and lignin content analysis of cambial scraping samples used in gene expression analyses.** (a) Representative microscopic images of thin transversal cross-sections of cambial scrapings stained with phloroglucinol. The orientation of the differentiating tracheids in the scraping relative to the cambium and developed xylem is indicated at the bottom of the pictures. Blue arrows mark typical intercellular spaces in compression wood, and black arrows mark cells with characteristic rounded shape in compression wood or straight sides in opposite wood. Scale bar at the bottom left represents 0.1 mm. (b) Lignin content of cambial scrapings from compression (black bars) and opposite (grey bars) sides of the eight different maritime pine trees analyzed, sampled in May 2005 (T1-05, T2-05, T3-05, T4-05) and May 2008 (T1-08, T2-08, T3-08, T4-08) after two months of artificial mechanical bending. Lines on the top of every bar show standard error of the mean for four independent replicates. Statistical significance of differences in lignin content between cambial scrapings from compression and opposite sides from the same tree was determined with a paired Student´s *t*-test (p < 0.05). All differences were statistically significant except for tree T4-08.

Results of hybridization analyses of both microarrays are summarized as volcano plots in Figure 3. After eliminating spots flagged as bad, not found or absent and those with a signal intensity that did not surpass twofold their background signal, only 2598 and 3148 spots were kept for further analysis in microarray 1 and 2 respectively. 

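The deposited spots of microarray 1 carry a plate and well position and no clone name. They were named by matching the mean log2(Ox/Cx) over the 8 columns to the fold changes in the part of Additional file 1 that was used. In that part, 1996 rows had 1 matching spot, and 3 rows had 2 matching spots and were settled by the standard error, which is the fold change divided by the paper's t. With 74 further clones matched through Additional file 3, a clone name was found for 2073 spots, and 837 stayed without one. Because the names rest on this match, the mean log2 ratios of named spots equal those of the paper by construction. The robust estimates correlated with the paper's fold changes at r = 0.999 across spots, short of 1 through the robust weights alone. The paper's methods name a robust linear model, but its fold changes equal plain means without such weights. With the signs left as deposited, the means over the 8 columns correlated with the paper's fold changes at r = -0.20.

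Additional file 1 lists no standard errors. They were derived by that division for 1928 rows with 1 matching spot and a t of more than 0.05 in size, and apart from those 3 rows they were not part of the match. Of the 105 ways to join 8 columns into 4 pairs, the pairs of near-identical columns accounted for the derived standard errors almost exactly, with a median residual of 1.61e-07 in 8 times the squared standard error, a quantity whose median was 0.0858. The pairing ranked 2 left a residual of 0.0150, and the pairing by tree number left 0.0154. The derived standard errors correspond to a correlation of 0.936 between the copies on a slide, and the paper's p-values to 14.1 total degrees of freedom. When the 8 columns were fitted in limma with the copies on a slide as a block, the moderated t correlated with the paper's at r = 0.999 across 1991 rows, after 8 rows of clones listed 2 times were left out. That correlation was r = 0.929 for the robust fit to the 4 hybridizations, r = 0.962 for least squares on them and r = 0.826 for averages over columns with the same tree number.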

Relative expression values (log_2_ Fold Change), *p*-values and adjusted *p*-values for all the spots represented in Figure 3 are available in Additional files 1 and 2. 

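At an adjusted p of at most 0.05 in limma's robust model and a change of at least 1.5-fold, 266 spots of microarray 1 were higher in Cx and 97 were higher in Ox. The Cx side thus held 73.3% of the 363 called spots (95% exact binomial confidence interval, 68.4 to 77.8%, which takes spots as independent and covers counting error only). Averages over columns with the same tree number, the design set beforehand, gave 287 spots higher in Cx and 123 higher in Ox. The split moved most with the dye orientation. The 2 hybridizations with Cx in Cy3 gave 78.1% of calls on the Cx side, and the 2 with Ox in Cy3 gave 57.7%. Without hybridization 1 it was 66.8%. After each column was centred on its median, 70.2% of the calls were on the Cx side. Of the 266 spots higher in Cx, 12 lie in a block of 16 adjacent wells without a clone name, and without that block the share was 72.4%.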

A clear bias is observed in both cases, with a higher number of spots showing up-regulation in Cx compared to Ox. The analysis of microarray 1 shows 229 spots containing probes for genes that were significantly up-regulated (*p* ≤ 0.001) by at least 1.5-fold during compression wood formation, and only 90 spots showing up-regulation during opposite wood formation (Figure 3a). 

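At the paper's limits, an adjusted p of at most 0.001 and a change of at least 1.5-fold, the fit to the 4 hybridizations called 16 spots as up-regulated in Cx and 6 as up-regulated in Ox, so that 72.7% were on the Cx side (95% exact binomial confidence interval, 49.8 to 89.3%). Of the spots called toward Cx, Q1A4, Q1B1, Q1C4 and Q1D1 lie in the block of adjacent unnamed wells. The counts of 16 and 6 depended on the form of the fit, on what was taken as a replicate, on scaling and on the hybridizations used. Least squares on the same 4 hybridizations gave 107 and 22 spots. With robust fits, averages over columns with the same tree number, as set beforehand, gave 173 and 73, and the 8 columns taken as independent values gave 254 and 81. By least squares, the copies on a slide taken as a block gave 240 and 87. The largest counts, 287 and 123, came by least squares with the tree number as a random block, and either dye orientation alone gave 0 and 0. Centring with scaling of the columns also gave 0 and 0. With a hybridization left out of the robust fit, the counts ranged from 3 and 2 (without hybridization 2) to 31 and 13 (without hybridization 1). On simulated data with the spread of these arrays, 200 spots were changed, each by clearly more than 1.5-fold. The fit to the 4 hybridizations found 40.3% of them at an adjusted p of at most 0.001 and 91.9% at 0.05. Least squares on the same averages found 66.2% and 97.3%. Changes near 1.5-fold were not simulated, so these shares do not cover them. In the 1991 rows of Additional file 1 that were compared, the paper's own adjusted p-values call 159 clones as up-regulated in Cx and 62 as up-regulated in Ox. All 159 were lower in Ox, and all 62 higher in Ox, on each of the 4 hybridizations. At an adjusted p of at most 0.05 and 1.5-fold, the fit to the 4 hybridizations called 152 of the 159 and 55 of the 62. The paper selected these clones on the same slides, so that neither count is independent evidence.

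Among the spots past both limits with the same direction on all 4 hybridizations, the largest changes toward Cx were in 2 spots without a clone name, Q1C4 with a log2(Ox/Cx) of -2.64 ± 0.12 (SD, n = 4 hybridizations) and Q1B1 at -2.64 ± 0.26 (SD, n = 4), both in the block of adjacent unnamed wells. By the robust estimate, they were followed by clone GEM-103-A03, listed in Additional file 3 as a putative phosphoethanolamine N-methyltransferase. Its mean was -2.32 ± 0.57 (SD, n = 4) and its robust estimate -2.51, since hybridization 1 stood apart at -1.48. Next by the robust estimate came clones GEM-005-D11 and GEM-036-G12, listed there as a methionine synthase and a glycosyltransferase, whose means were larger changes than that of GEM-103-A03. The largest changes toward Ox were in the unnamed spot Q7H1 at 4.87 ± 0.31 (SD, n = 4), clone GEM-040-G11 at 2.97 ± 0.06, the unnamed spot Q4O12 at 1.97 ± 0.21, a further unnamed spot at 1.73 ± 0.29 (robust estimate 1.65) and clone GEM-050-G11 at 1.40 ± 0.12. The tables used here give no description for these 2 clones. From the counts of spots past its limits the paper states a bias toward up-regulation in Cx, and it assembled the sequences of those spots into unigenes.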

Since these cDNAs were previously sequenced to construct an EST database of *Pinus pinaster* developing xylem the sequences were already available [32]. The analysis of microarray 2 identified 291 spots showing up-regulation in Cx and 132 spots showing up-regulation in Ox (Figure 3b). Only these 423 cDNA clones were sequenced from the probe set of microarray 2.

**Figure 3:**
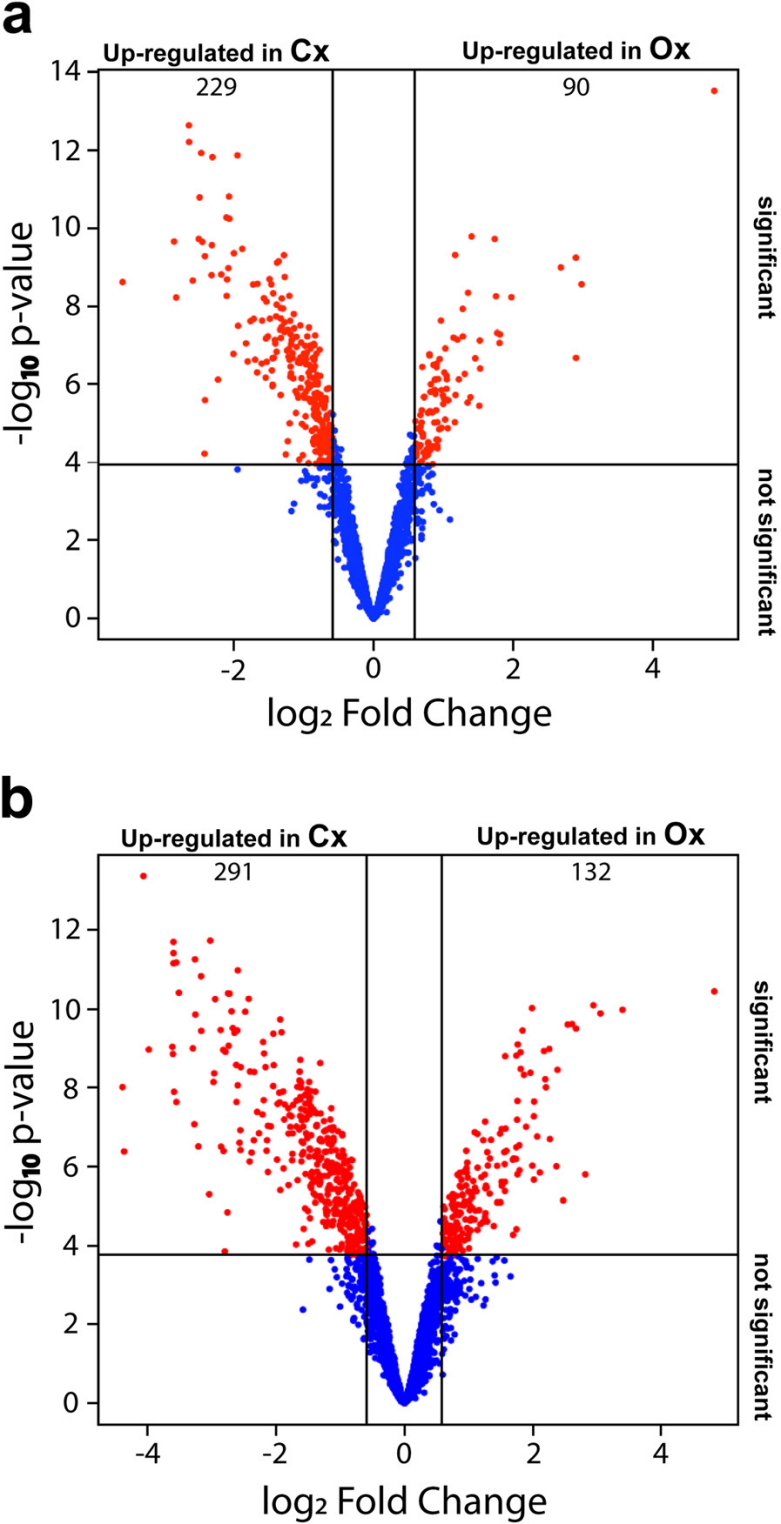
**Volcano plots of microarray analyses to identify genes differentially expressed during compression and opposite wood formation.** The common logarithm of the *p*-value was represented as a function of the binary logarithm of the background-corrected and normalized opposite:compression fluorescence ratio (log_2_ Fold Change) for each spot. Vertical bars delimit the spots showing up-regulation in developing compression xylem by at least 1.5-fold compared to developing opposite xylem (Up-regulated in Cx) or spots showing up-regulation in developing opposite xylem by at least 1.5-fold compared to developing compression xylem (Up-regulated in Ox). The horizontal line delimits the spots showing significant up-regulation under the criteria of an adjusted *p*-value ≤ 0.001. Therefore, the upper left and right sectors delimited by the horizontal and vertical lines include the spots (in red) containing probes for genes significantly up-regulated in developing compression or opposite xylem respectively. The number of spots corresponding with genes significantly up-regulated in Cx or Ox are shown in the top side of the sector. (a) Results from the analysis of microarray 1 constructed with cDNA clones from the composite library. (b) Results from the analysis of microarray 2 constructed with cDNA clones from subtractive libraries.

Sequences with an average Phred score >20 per nucleotide in a sliding window of 15 nucleotides and a minimal length of 100 nucleotides were kept for further analysis (average length of 437 nucleotides and a standard deviation of ±171). Those with lower quality scores or shorter than 100 nucleotides were re-sequenced. The complete set of sequences corresponding to differentially expressed genes from microarray 1 and 2 were used to define a set of unigenes, and a total number of 355 unigenes up-regulated in Cx and 176 unigenes up-regulated in Ox were obtained. Moderate values of sequence redundancy were obtained (31.6% for Cx and 21.2% for Ox).

To validate the transcriptomic analysis, a group of genes was selected and their cDNAs were used as probes for northern blot analysis of RNA extracted from Cx and Ox (Figure 4). The differential expression patterns in Cx and Ox observed in microarrays analyses were validated for all selected genes. In particular, northern blot analysis suggested that our strategy allowed us to identify some genes that may be specifically induced at high levels in Cx whereas are not expressed or expressed at very low levels in Ox (Figure 4, *EFE*, *GST*, *GLP*, *XGT*, *LHT*). As a control, the expression pattern was also confirmed for a gene that is expressed at similar levels in both types of differentiating xylem according to microarray analysis (Figure 4b, panel labeled *13-7XLA6*).

**Figure 4:**
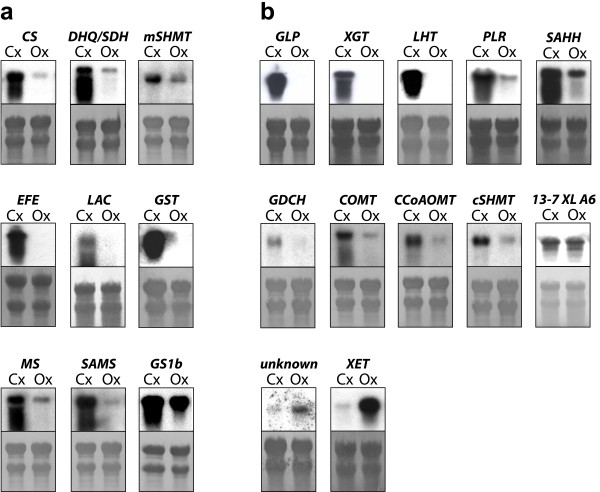
**Validation of the expression profiles of selected genes in compression and opposite developing xylem.** Equal amounts of total RNA isolated from compression (Cx) and opposite (Ox) differentiating xylem from adult maritime pine trees were size fractioned by electrophoresis and transferred to nylon membranes. PCR-amplified cDNA from 21 genes identified as differentially expressed in analyses of cDNA microarray 1 (a) or cDNA microarray 2 (b) were labeled with ^32^P and used as probes. The panel 13-7 XL A6 shows the result of hybridization with cDNA from a gene classified as non-differentially expressed by the microarray analyses. Panels below every northern blot show methylene blue staining, as a loading control. Functional annotation and accession number of the corresponding ESTs: *CS* (chorismate synthase, BX250851), *DHQ/SDH* (3-dehydroquinate dehydratase/shikimate 5-dehydrogenase, BX251808), *mSHMT* (mitocondrial serine hydroxymethyltransferase, BX249820), *EFE* (ethylene-forming enzyme, BX251740), *LAC* (laccase, BX252150), *GST* (glutathione S-transferase, BX250376),* MS* (methionine synthase, BX255477), *SAMS* (S-adenosylmethionine synthetase, BX248790), *GS1b* (glutamine synthetase 1b, BX253698), *GLP* (germin-like protein, FN256510), *XGT* (xyloglucan galactosyltransferase, FN256497),* LHT* (lysine/histidine transporter, FN256535), PLR (pinoresinol-lariciresinol reductase, FN256693), *GDCH* (glycine decarboxylase complex H-protein, FN256878), *COMT* (caffeate O-methyltransferase, FN256925), *CCoAOMT* (caffeoyl-CoA-O-methyltransferase, FN256577), *cSHMT* (cytosolic serine hydroxymethyltransferase, FN256831), *SAHH* (S-adenosyl homocysteine hydrolase, FN256791),*unknown* (unknown-function gene, FN256975),* XET* (xyloglucan endotransglucosylase/hydrolase, FN256785), *13-7XLA6* (cDNA of a gene with the same level of expression in Cx and Ox according to microarray analyses).

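Panel (a) of this figure covers 9 clones of microarray 1. The blots are not analysed here, and the values that follow are array ratios. All 9 clones had a lower ratio in Ox on each of the 4 hybridizations, and 8 were past an adjusted p of at most 0.05 and 1.5-fold. The paper had called these clones on the same slides, so neither count is independent evidence. None was past an adjusted p of at most 0.001 in this fit. The EFE clone, GEM-054-F12, had a log2(Ox/Cx) of -2.10 ± 0.40 (SD, n = 4 hybridizations; limma's adjusted p = 0.00263). This is a transcript 4.28-fold more abundant in Cx. The GST clone, GEM-036-B10, was at -1.83 ± 0.44 (SD, n = 4; limma's adjusted p = 0.00339), and the LAC clone, GEM-060-E04, was at -0.92 ± 0.24 (SD, n = 4; limma's adjusted p = 0.00787). The mean change of each of these 3 clones exceeded its spread over hybridizations. The remaining clones of the panel encode CS, DHQ/SDH, mSHMT, MS, SAMS and GS1b, and the GS1b clone was the exception to the calls.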

### Trancriptome changes in functional categories related to cell wall during compression wood formation in pine

The complete set of unigenes was functionally annotated using BlastX analysis [33] against GenBank and BlastN using the Pine Gene Index database (Additional file 3). Sequences that matched with the same entry in the database were assumed to represent the same gene. Therefore, the final numbers of unigenes were reduced to 331 for Cx and 165 for Ox. Most of these genes showed significant similarities to sequences in databases (293 in Cx and 145 in Ox), although some of them were similar to sequences with unknown function (49 in Cx and 45 in Ox). The number of unigenes with no significant similarity was low in both cases (38 in Cx and 20 in Ox).

The genes with assigned function were grouped into functional categories using the *Arabidopsis thaliana* Munich Information Centre for Protein Sequences (MIPS) database, and suppression of redundancy in MIPS funcat assignations by decision according to their most probable role in xylem development (Additional file 3). In keeping with the greater number of genes identified as up-regulated in Cx, most of the functional categories included more genes in this tissue (Figure 5 and Additional file 3 for details). The most represented categories were “C-compound and carbohydrate metabolism” (30 in Cx/9 in Ox), “cellular transport” (25 in Cx/8 in Ox), “protein synthesis” (18 in Cx/12 in Ox), “amino acid metabolism” (26 in Cx/2 in Ox), “secondary metabolism” (24 in Cx/2 in Ox), “cell rescue, defense and virulence” (11 in Cx/15 in Ox) “protein fate” (14 in Cx/11 in Ox), “biogenesis of cell wall components” (13 in Cx/8 in Ox), “energy” (17 in Cx/0 in Ox), “biogenesis of cytoskeleton” (10 in Cx/2 in Ox), and “cellular communication/signal transduction mechanism” (8 in Cx/3 in Ox).

**Figure 5:**
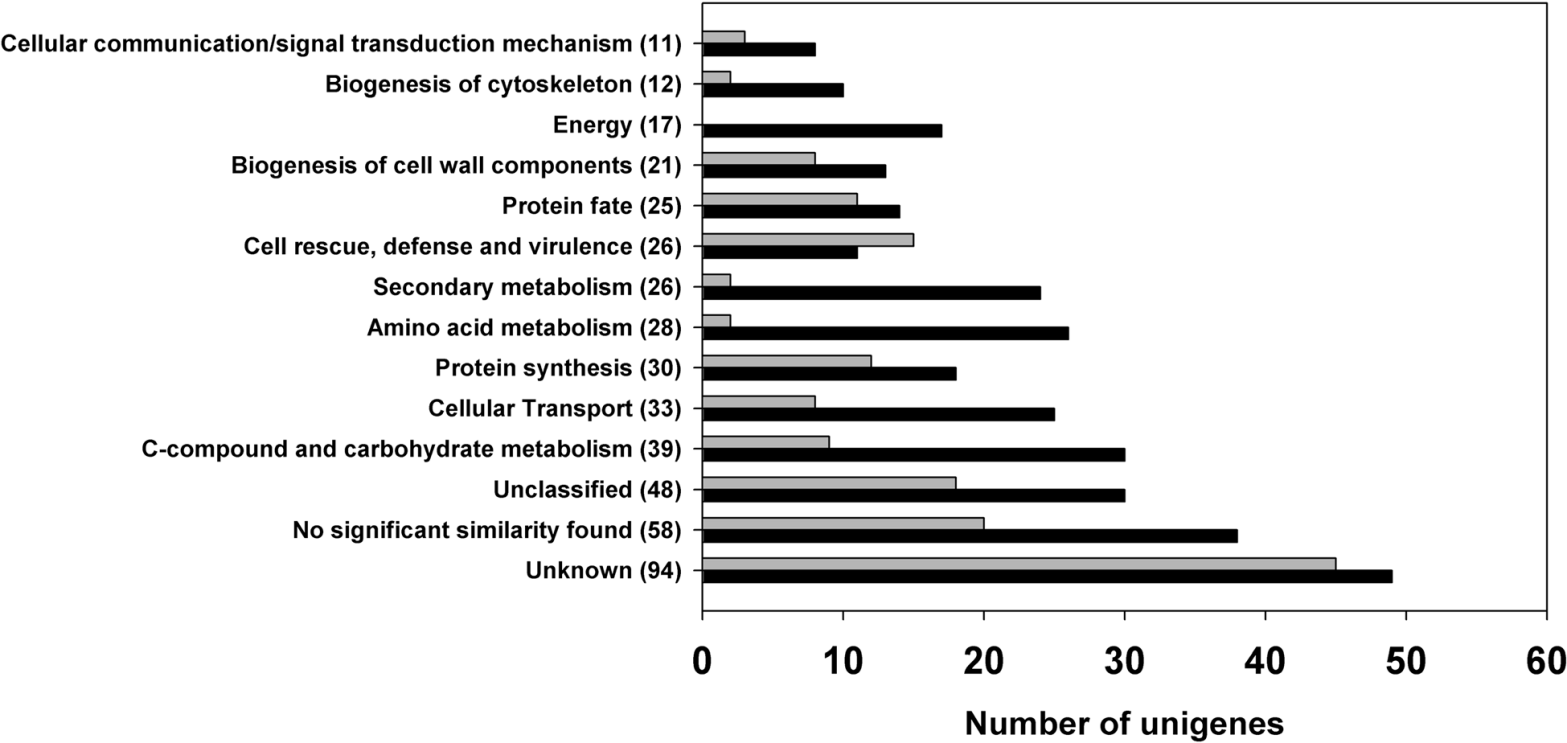
**The most represented functional categories among the genes differentially expressed in Cx and Ox.** The complete set of unigenes was grouped into functional categories using the MIPS database. Those categories with a total number of unigenes over 10 were considered as the most represented. The total number of unigenes is shown between brackets following the category name. The number of unigenes up-regulated in Cx is represented as black bars, and the number of unigenes up-regulated in Ox is represented as grey bars.

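Microarray 1 holds 15 clones that the paper names for cellulose synthase, sucrose synthase, glycosyltransferases, tubulins and a putative microtubule-associated protein. All 15 had a negative log2(Ox/Cx) on each of the 4 hybridizations, with a median of -0.96 across clones. In limma's robust model, 14 were past an adjusted p of at most 0.05 and 1.5-fold. The paper chose these clones on the same slides, so neither the shared direction nor this count is independent evidence. The largest change was in the glycosyltransferase clone GEM-036-G12, at -2.41 ± 0.09 (SD, n = 4; limma's adjusted p = 0.000138). The other 2 glycosyltransferase clones changed less, GEM-032-E10 at -0.86 ± 0.16 and GEM-033-D03 at -0.62 ± 0.09, and with Cx in Cy3 alone the latter was under 1.5-fold at -0.56. The clone for sucrose synthase, GEM-066-B03, was at -1.49 ± 0.44 (limma's adjusted p = 0.00923). The 8 tubulin clones had robust estimates between -1.40 and -0.60, with adjusted p-values from 0.00138 to 0.00790. The one with the smallest change, GEM-004-A04, fell under 1.5-fold after centring of the columns on their medians, with or without scaling (-0.58), without hybridization 3 (-0.54) and with Cx in Cy3 alone (-0.50). The clone for the putative microtubule-associated protein, GEM-082-H05, had a mean of -0.92 ± 0.25 and a robust estimate of -0.90 (limma's adjusted p = 0.00455).

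The calls of the 2 cellulose synthase clones changed with the hybridizations used. GEM-037-D08 was at -0.84 ± 0.37 (SD, n = 4; limma's adjusted p = 0.0220), and its adjusted p rose to 0.0652 without hybridization 2 and to 0.0866 without hybridization 3. With Ox in Cy3 alone, its change of -0.57 was under 1.5-fold. GEM-026-B12 had a mean of -0.61 ± 0.26 and a robust estimate of -0.47 (limma's adjusted p = 0.00801), which is under 1.5-fold, because hybridization 1 stood at -1.002 and the others at -0.47. By least squares, which gives hybridization 1 full weight, this clone was past 1.5-fold.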

The functional categories with larger numbers of up-regulated genes in Cx compared to Ox are consistent with structural and chemical modifications of the cell wall, and as shown in Additional file 3 (“Up-regulated in Cx” tab) include genes encoding cellulose synthase subunits (contigs 19 and 7S, singletons BX249614 and FN256963), sucrose synthase (contigs 12 and 35S), cellulose synthase-like A (contig 19S), glycosyltransferases (contig 4P, singleton BX250177), xyloglucan galactosyltransferase (singleton FN256497), α- and β-tubulins (contigs 13, 7P, 31S and 51S, singletons BX255503, FN256632, FN256674, FN256784, BX255285, BX249611 and FN256695) and a putative microtubule-associated protein (singleton BX253390). In particular, the gene encoding xyloglucan galactosyltransferase (*XGT*) showed a high level of expression in Cx, whereas transcripts were undetectable in Ox (Figure 4b, *XGT*).

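Microarray 1 holds 8 clones for enzymes of monolignol biosynthesis that the paper names. All 8 were lower in Ox on each of the 4 hybridizations and past an adjusted p of at most 0.05 and 1.5-fold. Since the paper called them on the same slides, this outcome was nearly fixed in advance and is not independent evidence. The PAL clone GEM-086-F08 changed most, at a log2(Ox/Cx) of -2.11 ± 0.32 (SD, n = 4; limma's adjusted p = 0.00129), and the other PAL clone, GEM-025-E12, was at -1.27 ± 0.14 (SD, n = 4; limma's adjusted p = 0.00118). The difference between these 2 clones exceeds the spread of either over hybridizations, but it was not tested, and ratios of different probes are not on a common scale. The C3H clone, GEM-002-C04, had a mean of -1.40 ± 0.39 and a robust estimate of -1.24 (limma's adjusted p = 0.00113), with hybridization 1 at -1.98 and the others between -1.24 and -1.16. The 3 CAD clones had means from -1.20 to -1.17 and robust estimates from -1.19 to -1.06, with adjusted p-values from 0.00273 to 0.00292. In one of them, GEM-095-C04, with a mean of -1.20 ± 0.42 and a robust estimate of -1.06, hybridization 1 stood apart at -1.83. For 4CL, GEM-006-C11 was at -0.81 ± 0.31 (SD, n = 4; limma's adjusted p = 0.0114), and its adjusted p rose to 0.0725 without hybridization 2 and 0.0818 without hybridization 3. The other 4CL clone, GEM-081-A07, had a mean of -0.93 ± 0.52 and a robust estimate of -0.74 (limma's adjusted p = 0.00548). Hybridization 1 stood at -1.70 and the others between -0.74 and -0.64, and with Cx in Cy3 alone the adjusted p was 0.0895.

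**Figure D2:**
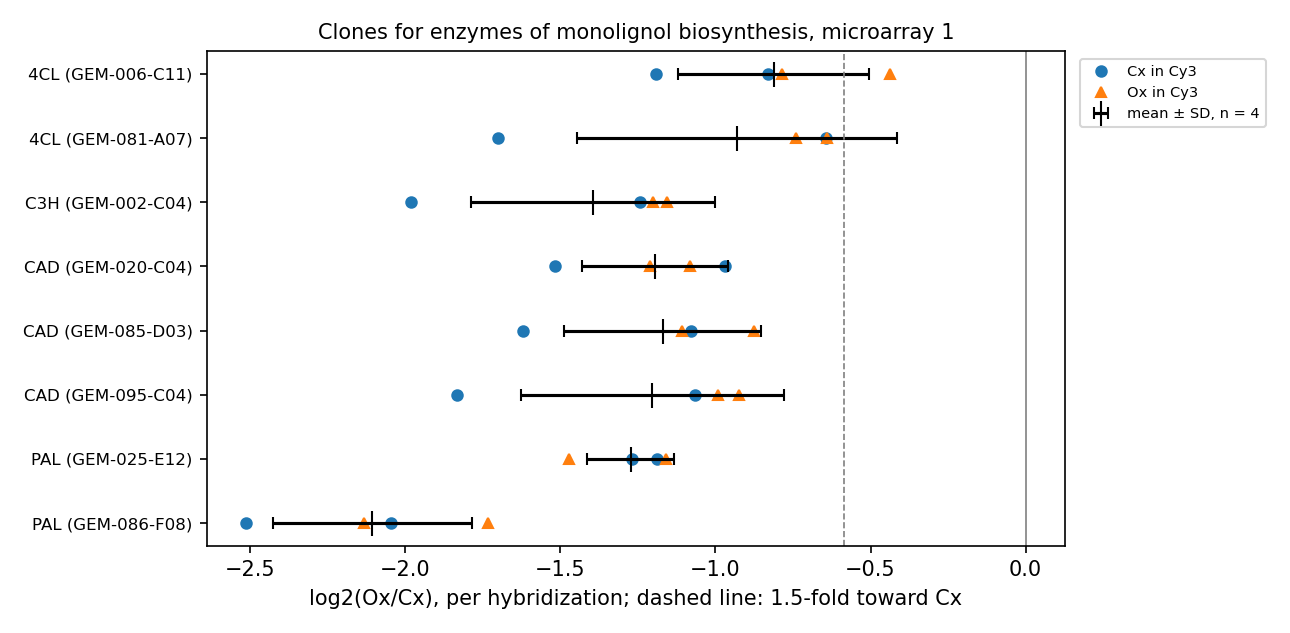
Log2(Ox/Cx) of the 8 clones of microarray 1 that the paper names for PAL, C3H, 4CL and CAD. Circles mark the 2 hybridizations with Cx in Cy3, triangles the 2 with Ox in Cy3, and black bars the mean ± SD of the 4. All points lie left of 0, the side of higher abundance in Cx, and the dashed line marks 1.5-fold.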

Transcripts for enzymes involved in lignin biosynthesis were also up-regulated in Cx (Additional file 3, “Up-regulated in Cx” tab), including those encoding enzymes in the monolignol biosynthetic pathway, such as phenylalanine ammonia lyase (PAL: contig 3S, singletons BX249569, BX253670 and FN257113), p-coumarate 3-hydroxylase (C3H: singleton BX248886), 4-coumarate:CoA ligase (4CL: singletons BX255483 and BX253310), cinnamyl alcohol dehydrogenase (CAD: contig 2P, singleton BX253572), hydroxycinnamoyl-CoA:shikimate hydroxycinnamoyl transferase (HCT, singleton FN256636), caffeoyl-CoA-O-methyltransferase (CCoAOMT, singleton FN256577) and caffeate O-methyltransferase (COMT, contig 19P).

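For each of 4 enzymes of the shikimate pathway, 1 clone of microarray 1 is among those the paper names as up-regulated in Cx. Other clones of these enzymes may be on the array without a name or description here. All 4 named clones were lower in Ox on every hybridization. The paper's choice of them on the same slides nearly fixed this, so it is not independent evidence. The clone for chorismate synthase, GEM-042-B04, had a log2(Ox/Cx) of -1.19 ± 0.44 (SD, n = 4; limma's adjusted p = 0.0108), and that for 3-dehydroquinate dehydratase/shikimate 5-dehydrogenase, GEM-055-G05, of -1.18 ± 0.20 (SD, n = 4; limma's adjusted p = 0.00267). The clone for 5-enolpyruvylshikimate 3-phosphate synthase, GEM-065-D01, was at -0.84 ± 0.27, and that for shikimate kinase, GEM-049-H03, at -0.81 ± 0.31, both with an adjusted p of 0.0118. All 4 were past an adjusted p of at most 0.05 and 1.5-fold, but not all of these calls held with fewer hybridizations. Without hybridization 2, the adjusted p was 0.0544 for chorismate synthase clone GEM-042-B04 and 0.0531 for shikimate kinase clone GEM-049-H03, and without hybridization 3 it was 0.0591 for the latter. For GEM-065-D01 it was 0.0717 with Cx in Cy3 alone.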

Several genes up-regulated in Cx and classified in the functional category “amino acid metabolism” encode enzymes involved in the synthesis of precursors for monolignol biosynthesis, such as the enzymes of the main trunk of the shikimate pathway chorismate synthase (contig 5, singleton FN256628), 3-dehydroquinate dehydratase/shikimate 5-dehydrogenase (contig 22), shikimate kinase (singleton BX251461) and 5-enolpyruvylshikimate 3-phosphate synthase (singleton BX252482). In particular, the expression pattern was confirmed by northern blot for the genes encoding chorismate synthase, and 3-dehydroquinate dehydratase/shikimate 5-dehydrogenase (Figure 4a, *CS* and *DHQ/SDH*, respectively).

### Expression of genes encoding enzymes related to SAM biosynthesis in cells undergoing xylogenesis

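For enzymes that make SAM or supply its methyl groups, 9 clones of microarray 1 are reported. Each of the 9 was lower in Ox on every hybridization and past an adjusted p of at most 0.05 and 1.5-fold. The median log2(Ox/Cx) was -1.49 across clones. Their selection by the paper on the same slides makes neither the direction nor the calls independent evidence. The 4 methionine synthase (MS) clones ranged from -2.47 ± 0.22 (SD, n = 4; limma's adjusted p = 0.000610) for GEM-005-D11 to -1.49 ± 0.23 (SD, n = 4; limma's adjusted p = 0.00230) for GEM-055-C03. The S-adenosylmethionine synthase (SAMS) clone, GEM-001-A11, was at -1.45 ± 0.56 (SD, n = 4; limma's adjusted p = 0.0177), a wider spread than that of any MS clone. The cytosolic serine hydroxymethyltransferase (cSHMT) clones GEM-094-C06 and GEM-063-B02 were at -1.60 ± 0.39 and -1.44 ± 0.30, a difference within their spread. The mitochondrial form (mSHMT, GEM-029-B01) was at -0.999 ± 0.16 (SD, n = 4; limma's adjusted p = 0.00277). The smallest change was that of 3-phosphoglycerate dehydrogenase (PHGDH, GEM-055-G01), at -0.77 ± 0.30 (SD, n = 4; limma's adjusted p = 0.0155). Without hybridization 2 its adjusted p was 0.0616, and with Ox in Cy3 alone its change of -0.56 was under 1.5-fold.

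**Figure D3:**
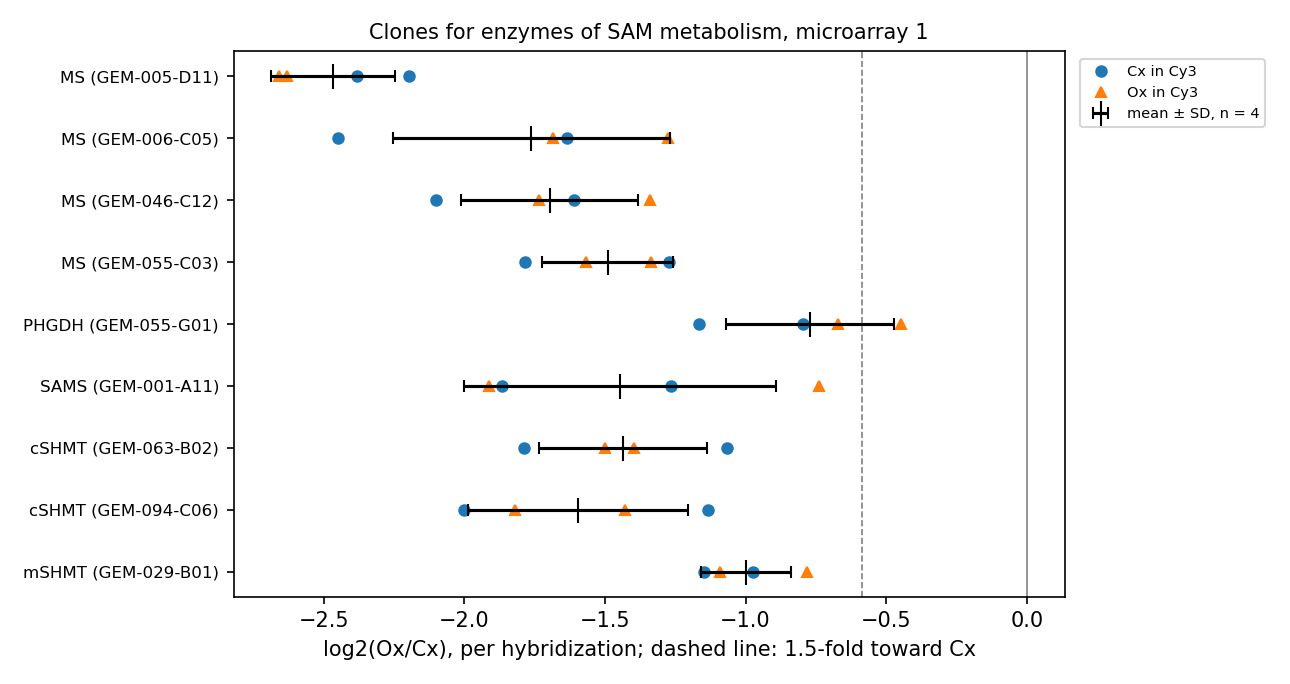
Log2(Ox/Cx) of 9 clones for enzymes of SAM metabolism on microarray 1, with circles for the 2 hybridizations with Cx in Cy3, triangles for the 2 with Ox in Cy3, and black bars for the mean ± SD of the 4. All points lie left of 0, the side of higher abundance in Cx, and the dashed line marks 1.5-fold.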

Genes related to S-adenosylmethionine (SAM) metabolism were also widely represented among those up-regulated in Cx and classified in the functional category “amino acid metabolism” (Additional file 3, “Up-regulated in Cx” tab). SAM is a universal methyl donor for many different cellular metabolic reactions, including those catalyzed by CCoAOMT and COMT. Both enzymes are essential for the biosynthesis of coniferyl and sinapyl alcohols, precursors of lignin, lignans and other phenylpropanoids [34]. Therefore, the higher lignin content of compression wood may require a larger supply of SAM during development compared to opposite wood.

To unambiguously validate the differential expression patterns observed in the microarray analyses for genes related to SAM metabolism, relative transcript levels were analyzed by qRT-PCR in Cx and Ox of four independent trees from Sierra Bermeja that were sampled in 2008 (Figure 6 shows fold change values of relative transcript abundance and values for normalized relative abundance are provided in Additional file 4). These genes encode the enzymes of the activated methyl cycle and included methionine synthase (MS: contigs 27 and 21S, singletons BX255406, BX255477, BX251773, FN257093 and FN256480), S-adenosylmethionine synthase (SAMS: singletons BX248790, FN257080, FN256463, FN256552, FN564393) and S-adenosylhomocysteine hydrolase (SAHH: contig 22S). The expression of genes encoding enzymes of the monolignol pathway branch that utilizes methyl groups provided by SAM to produce methoxylated monolignols were also analyzed, including hydroxycinnamoyl-CoA:shikimate hydroxycinnamoyl transferase (HCT), Caffeoyl-CoA-O-methyltransferase (CCoAOMT) and Caffeate O-methyltransferase (COMT). Other genes included in the analysis encode enzymes involved in the supply of methyl units into the activated methyl cycle from the amino acid serine, such as cytosolic methylenetetrahydrofolate reductase (MTHFR: singletons BX254818 and FN564392) and serine hydroxymethyltransferase (cSHMT: contig 11 and singleton FN256755), mitochondrial glycine decarboxylase complex H-protein (GDCH: singleton FN256878) and serine hydroxymethyltransferase (mSHMT: singleton BX249820), and the plastid enzymes 3-phosphoglycerate dehydrogenase (PHGDH: singletons BX251805, FN256792) and phosphoserine aminotransferase (PSAT: singleton FN257119). Finally, we also considered a gene encoding glutamine synthetase (GS1b: singleton BX253698) up-regulated in Cx according to microarray analysis (Additional file 3), which has been proposed to play a key role in re-assimilation of ammonium released from different process in developing xylem [19,35]. 

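The GS1b clone of microarray 1, GEM-087-B02, had a log2(Ox/Cx) of -0.68 ± 0.37 (SD, n = 4 hybridizations; limma's adjusted p = 0.0522). It was lower in Ox on every hybridization, from -1.14 to -0.34, and 1.60-fold more abundant in Cx on average, but it was not past an adjusted p of 0.05 in the robust fit to the 4 hybridizations. Its adjusted p was 0.0138 by least squares and 0.00157 for averages over columns with the same tree number, the design set beforehand. It ranged from 0.0461 without hybridization 4 to 0.103 without hybridization 3.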

To unambiguously verify the identity of the encoded proteins, we cloned by RLM-RACE the full-length cDNAs for those genes that were not available in databases (see Additional file 5 for accession numbers). All these genes were indeed up-regulated in Cx compared to Ox in the four trees according to fold change values of relative transcript abundance (Figure 6 and Additional file 4). However, it is interesting to note that smaller differences in transcript levels between the two types of xylem were observed in tree T4-08. As a control, the relative transcript levels for two reference genes used in the normalization of qRT-PCR data are shown in Additional file 6.

**Figure 6:**
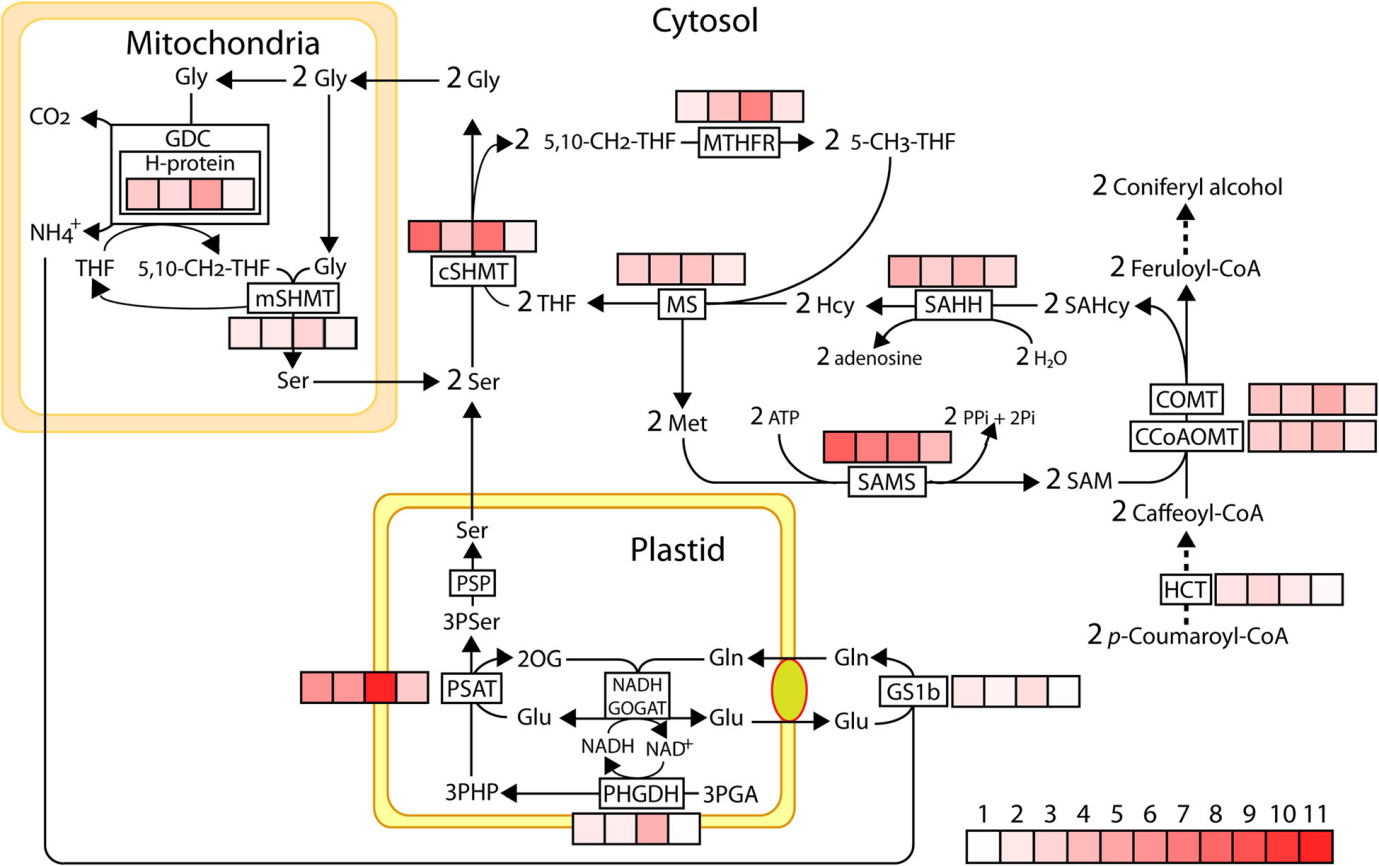
**Enzymes involved in S-adenosylmethionine metabolism and differential expression of the corresponding genes in Cx and Ox.** Transcript levels were analyzed in samples from four adult trees (T1-08, T2-08, T3-08, T4-08 in Fig. 2) after two months of artificial bending of stems, and the Cx/Ox fold change in each tree as determined by qRT-PCR is represented in four squares for every gene by a red color scale. Numerical values of fold change represented by the color scale are shown at the bottom right. GDC: glycine decarboxylase complex; mSHMT: mitochondrial serine hydroxymethyltransferase; cSHMT: cytosolic serine hydroxymethyltransferase; MS: methionine synthase; MTHFR: methylenetetrahydrofolate reductase; SAMS: S-adenosylmethionine synthase; COMT: caffeate O-methyltransferase; CCoAOMT: caffeoyl-CoA-O-methyltransferase; SAHH: S-adenosylhomocysteine hydrolase; HCT*:* hydroxycinnamoyl-CoA:shikimate hydroxycinnamoyl transferase; PHGDH: 3-phosphoglycerate dehydrogenase; PSAT: 3-phosphoserine aminotransferase; PSP: 3-phosphoserine phosphatase; NADH GOGAT: NADH-dependent glutamate synthase; GS1b: glutamine synthetase 1b; THF: tetrahydrofolate; HCy: homocysteine; SAHcy: S-adenosylhomocysteine; 3PGA: 3-phosphoglycerate; 3PHP: 3-phosphohydroxypyruvate; 3PSer: 3-phosphoserine.

To further demonstrate the relationship between lignin accumulation and enhanced expression of genes related to SAM metabolism, we quantified by qRT-PCR the relative levels of transcripts in cells from *Pinus pinaster* calli that were stimulated to differentiate tracheids *in vitro*. We tested the occurrence of tracheids after 0, 7 and 15 days of transfer to the induction medium (EDM without hormones) by phloroglucinol staining and microscopy inspection (Figure 7a). Differentiated tracheids were present even in the control medium (EDM with hormones), but the number of differentiated tracheids was higher in induction medium (data not shown). Consequently lignin levels were higher in samples from induction medium (Figure 7b). Transcript levels of genes encoding enzymes involved in SAM metabolism were higher in cells transferred to induction medium compared to those transferred to control medium, in parallel with the observed increase in lignin (Figure 7c). In most of the genes the level of transcripts in cells after 15 days in induction medium was at least twice the level in cells that were cultured in control medium.

**Figure 7:**
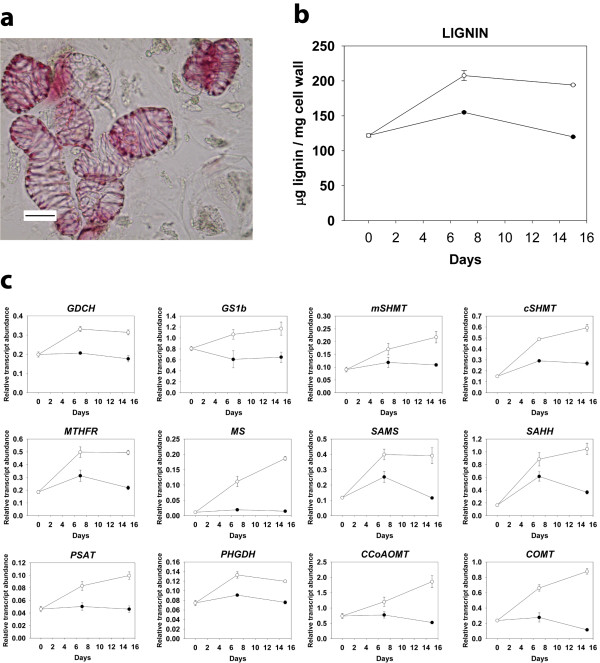
**Lignin accumulation and expression of genes involved in S-adenosylmethionine metabolism during*in vitro*tracheid differentiation from*Pinus pinaster*callus cells.** (a) Microscopic image of *Pinus pinaster* tracheids developed *in vitro*. Lignin deposited in a typical band pattern was stained with phloroglucinol. Scale bar on the bottom left represents 10 μm. (b) Lignin contents in culture of *Pinus pinaster* cells after 0, 7 and 15 days of transfer to induction medium (without hormones, open circles) or control medium (with hormones, closed circles). Values are the means of three independent quantifications ± SE. (c) Relative transcript abundance of genes involved in S-adenosylmethionine metabolism after 0, 7 and 15 days of transferring *Pinus pinaster* callus cells to induction medium (without hormones, open circles) or control medium (with hormones, closed circles). Values are the means of three independent replicates ± SE.

### Expression of genes encoding enzymes related to lignan-biosynthesis in cells undergoing xylogenesis

In addition to being a lignin precursor, coniferyl alcohol is also a precursor of different lignans [36]. 

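The paper names 4 clones of microarray 1 for enzymes of lignan biosynthesis, and all 4 were lower in Ox on every hybridization. It selected them on the same slides, so their shared direction and their calls are not independent evidence. The clone for phenylpropenal double-bond reductase, GEM-113-F05, had a log2(Ox/Cx) of -2.85 ± 0.68 (SD, n = 4; limma's adjusted p = 0.00356), or 7.23-fold more transcript in Cx. It also had the widest spread of all the clones the paper names. The clone for phenylcoumaran benzylic ether reductase, GEM-084-E03, was at -2.07 ± 0.25 (SD, n = 4; limma's adjusted p = 0.000922). The 2 clones for pinoresinol-lariciresinol reductase were at -0.89 ± 0.25 (GEM-074-H02) and -0.83 ± 0.18 (GEM-053-F06), which differ by less than their spread, with adjusted p-values of 0.00781 and 0.00530. All 4 clones were past an adjusted p of at most 0.05 and 1.5-fold.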

Three genes encoding enzymes involved in biosynthesis of coniferyl alcohol-derived lignans were also found among the up-regulated genes in Cx, according to microarray analyses (Additional file 3). Pinoresinol-lariciresinol reductase (PLR: contig 44S, singletons BX251658 and BX252917) is an enzyme involved in the 8-8’ linked lignans pathway, and phenylcoumaran benzylic ether reductase (PCBER: contigs 17 and 17S, singleton FN256729) and phenylpropenal double-bond reductase (PPDBR: contig 36S, singleton BX255256) are involved in the 8-5’ linked lignans pathway [37]. The differential expression of genes encoding these enzymes was also validated in four trees by qRT-PCR, with higher transcript levels in Cx compared to Ox (Figure 8a). Notably, this difference was also lower in tree T4-08. Transcript levels were also increased in cells of *Pinus pinaster* calli that were induced to differentiate into tracheids compared to non-induced cells (Figure 8b).

**Figure 8:**
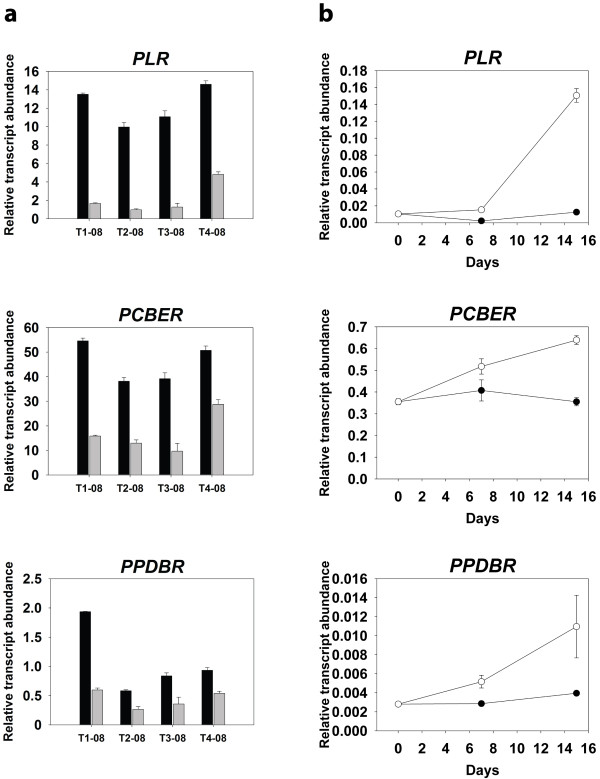
**Relative transcript abundance of three genes involved in lignan biosynthesis in cells undergoing xylogenesis.** Relative transcript abundance for each gene was determined by qRT-PCR. (a) Relative transcript levels in compression (black bars) and opposite (grey bars) developing xylem from four adult trees (T1-08, T2-08, T3-08, T4-08) after two months of artificial bending of the stems. (b) Relative transcript levels after 0, 7 and 15 days of transferring *Pinus pinaster* callus cells to induction medium (without hormones, open circles) or control medium (with hormones, closed circles). Values are means ± SE of three independent replicates. *PLR*: Pinoresinol-lariciresinol reductase; *PCBER*: phenylcoumaran benzylic ether reductase; *PPDBR*: phenylpropenal double-bond reductase.

## Discussion

### Comparative transcriptome analysis shows reprogramming of cell wall related genes during compression wood formation in pine

In this work, we carried out a comparative transcriptome analysis between developing compression and opposite wood using a combination of differently constructed cDNA libraries and microarray analyses (Figure 1). Samples from three unrelated provenances, different geographic location or collected in different years (Figure 2) were integrated in the analysis to mitigate the potential effects of variability triggered by genotypic or environmental differences in order to identify a consistent set of candidate genes for wood properties.

The external stimulus that leads to the formation of compression wood caused significant changes of gene expression, as revealed by the large number of genes that were up-regulated or down-regulated in Cx compared to Ox (Figure 3) and the specific expression of some genes in Cx (Figure 4). An important component of this gene reprogramming is clearly related to the chemical and structural modifications of the thick secondary cell wall characteristic of conifer reaction wood, as suggested by the over-represented functional categories among the up-regulated genes in Cx, such as biogenesis of cytoskeleton, biogenesis of cell wall components, secondary metabolism, cellular transport and C-compound and carbohydrate metabolism (Figure 5 and Additional file 3).

A parallel up-regulation of genes encoding cellulose synthase subunits and sucrose synthase in Cx compared to Ox was observed, suggesting a higher rate of cellulose biosynthesis during compression wood formation. It has been well documented that the relative content of cellulose in compression wood is lower than in normal wood and opposite wood [21,38]. However, the S2 layer of secondary cell walls in compression wood is thicker than in normal and opposite wood, which contributes to the final thickness of the tracheid cell wall [21]. Therefore, in terms of absolute quantity, the development of compression tracheids may require higher rates of cellulose synthesis.

Different genes encoding α- and β-tubulins were also up-regulated during compression wood formation. Up-regulation of α-tubulin during compression wood formation in *Pinus taeda* has been reported previously [16], which supports our findings. Different lines of experimental evidence suggest that cortical microtubules of the cytoskeleton are involved in secondary cell wall pattern deposition and cellulose microfibril orientation [39,40]. We also identified a gene up-regulated in Cx that encodes a putative microtubule-associated protein (MAP). Several MAPs have been investigated [41] and their involvement in regulating cellulose microfibril angle (MFA) has been revealed in *Arabidopsis* MAP mutants, which show altered MFA in fiber walls [42,43]. More recently, it has been demonstrated that microtubule-associated protein AtMAP70-5 regulates secondary cell wall patterning in *Arabidopsis*[44]. Differential expression of these genes may contribute to the remarkable variation of MFA in the S2 cell wall layer between compression and opposite or normal wood, which plays a key role in the different mechanical properties of both types of wood [20,21,29,45].

Another group of genes that are up-regulated during compression wood differentiation encode enzymes that could be involved in the biosynthesis of hemicellulose, including a cellulose synthase-like, two glycosyltransferases and a xyloglucan galactosyltransferase. Although xyloglucan is a hemicellulose characteristic of primary cell walls, it has been suggested that modifications in xyloglucan may be related to the reinforcement of connections between primary and secondary wall layers [46]. In particular, the gene encoding a putative xyloglucan galactosyltransferase seems to be specifically induced during Cx formation (Figure 4b*XGT* and data not shown). In contrast, two genes encoding a putative xyloglucan endotransglucosylase/hydrolase are downregulated in Cx compared to Ox (Additional file 3, “Up-regulated in Ox” tab and Figure 4xb*XET*). Therefore, our comparative transcriptome analysis suggests specific modifications of hemicellulose biosynthesis during compression wood development.

Consistent with the enrichment of lignin in compression wood [21], we found that genes encoding enzymes of the monolignol biosynthetic pathway were up-regulated in Cx (Additional file 3, “Up-regulated in Cx” tab), such as phenylalanine ammonia-lyase (PAL), 4-coumarate:CoA ligase (4CL), p-coumarate-3-hydroxylase (C3H), cinnamyl-alcohol dehydrogenase (CAD) hydroxycinnamoyl-CoA:shikimate hydroxycinnamoyl transferase (HCT), caffeoyl-CoA-O-methyltransferase (CCoAOMT) and caffeate O-methyltransferase (COMT). In addition, the biosynthesis of monolignols demands substrates such as phenylalanine, shikimate and S-adenosylmethionine (SAM), which are provided by different metabolic reactions [12]. The quantitative importance of the shikimate and SAM metabolic pathways in the context of a highly lignified tissue, such as compression xylem, is supported by the fact that 22 of the 26 genes up-regulated in Cx that were classified in the “amino acid metabolism” functional category encode enzymes in these pathways (Additional file 3, “Up-regulated in Cx” tab).

In agreement with the elevated levels of shikimate in compression wood compared to normal wood that has been reported [30] and the higher demand of this substrate for monolignol biosynthesis, our microarray analyses showed that four genes encoding enzymes in the main trunk of the shikimate pathway were up-regulated in Cx (chorismate synthase, 3-dehydroquinate dehydratase/shikimate 5-dehydrogenase, shikimate kinase and 5-enolpyruvylshikimate 3-phosphate synthase).

### Transcriptional adaptation of SAM biosynthetic pathway to the metabolic demand of coniferyl alcohol during xylogenesis

SAM is a methyl-group donor for coniferyl alcohol biosynthesis in conifers, and for both coniferyl and sinapyl alcohol in angiosperms [34]. Genes involved in lignin biosynthesis and those encoding enzymes of the activated methyl cycle were shown to be more highly expressed in the woody core tissue of hemp [47]. According to this functional relationship, genes encoding the enzymes of the activated methyl cycle (MS, SAMS and SAHH) were also up-regulated in Cx (Additional file 3 and Figure 6). Moreover, six additional genes were also up-regulated in Cx that encode enzymes located in three different cellular compartments, which are involved in providing a continuous supply of methyl groups from serine into the cycle (Figure 6).

Two of these genes encode cytosolic serine hydroxymethyltransferase (cSHMT) and methylenetetrahydrofolate reductase (MTHFR), which catalyse the conversion of serine to glycine with the concomitant transfer of a methyl group to the tetrahydrofolate to produce 5,10 methylenetetrahydrofolate and the reduction of 5,10-methylenetetrahydrofolate (CH2-THF) to 5-methyltetrahydrofolate (CH3-THF) respectively (Figure 6). Genes encoding H-protein subunit of the mitochondrial glycine decarboxylase complex (GDCH) and the mitochondrial serine hydroxymethyltransferase (mSHMT) are also included in this functional group. The essential function of the mitochondrial glycine decarboxylase/serine hydroxyl methyltransferase complex in C1 metabolism has been previously described [48]. Glycine catabolism and recycling to serine by GDC/SHMT complex prevents the accumulation of glycine under high rates of SAM synthesis. The accumulation of glycine would push the cSHMT reaction toward the formation of serine and inhibit SAM synthesis [48]. H-protein is a critical element in the sequence of reactions in the GDC complex, acting as a mobile substrate for the other enzymatic components, and changes in the levels of H-protein may modulate the activity of the complex [49]. Different genes encoding H-protein have been found in *Populus*, and transcripts encoding individual isoforms were specifically abundant in developing xylem, suggesting the association of distinct isoforms with photorespiration and C1 metabolism [50]. Finally, genes encoding plastid enzymes 3-phosphoglycerate dehydrogenase (PGDH) and phosphoserine aminotransferase (PSAT) are involved in serine biosynthesis from 3-phophoglycerate [51], which would supply the high demand of this amino acid that is required for SAM synthesis during lignification.

The coordinated modulation of SAM and monolignol biosynthetic genes with lignin accumulation was also supported by two additional observations. First, the smallest differences in transcript abundances between Cx and Ox were observed for tree T4-08 (Figure 6), which also showed the smallest differences in lignin content (Figure 2b). Second, the relative transcript abundance of these genes during *in vitro* tracheid differentiation was parallel to lignin content (Figure 7). The increase in the levels of all enzymes involved in SAM synthesis may allow an increased flux through the pathway to supply the massive demand of methyl groups during lignification, with the minimal impact on metabolite levels [52]. In conclusion, these data strongly suggest that up-regulation of SAM metabolism genes during compression wood formation is due to an increased demand for methyl groups in coniferyl alcohol biosynthesis. However, SAM also acts as the precursor in the biosynthesis of the polyamines spermidine and spermine, the metal ion chelating compounds nicotianamine and the plant hormone ethylene. When acting as a precursor of these molecules, SAM is recycled from released 5´-methylthioadenosine through the Yang cycle [53], but genes encoding enzymes of this pathway were not found among those up-regulated in Cx.

As a result of the activity of mitochondrial GDC during lignification the release of significant amounts of ammonium should be expected (Figure 6), in addition to the ammonium released in the reaction catalysed by PAL. The massive ammonium release could compromise nitrogen economy in a woody perennial during secondary growth if it is not efficiently recycled [19]. It appears that in order to cope with the high amounts of ammonia released by PAL and GDC activities during lignification a glutamine synthetase gene (*GS1b*) was up-regulated in Cx and during *in vitro* tracheid differentiation (Figure 6 and Figure 7). This gene has been functionally associated with ammonia assimilation in vascular tissues of seedlings [35,54].

In conifers, lignin lacks sinapyl alcohol, and coniferyl alcohol is the most abundant monolignol [12] in the polymer. Compression wood is relatively enriched in H subunits, and an increase in p-glucocoumaryl alcohol is associated with development of this reaction wood [30]. Nevertheless, the increased level of transcripts for enzymes involved in SAM synthesis in Cx indicates a higher demand for coniferyl alcohol to respond to an overall increase in lignin production, which is consistent with the reported higher abundance of coniferin residues in compression wood relative to normal wood in *Pinus taeda*[30]. However, an additional fate for coniferyl alcohol is the synthesis of lignans [37]. Three genes encoding enzymes involved in coniferyl alcohol-derived lignan metabolism were also up-regulated in Cx compared with Ox and in cells that were induced to differentiate into tracheids *in vitro* compared to non-induced cells (Additional file 3, Figure 8): pinoresinol-lariciresinol reductase (PLR), phenylcoumaran benzylic ether reductase (PCBER) and phenylpropenal double-bond reductase (PPDBR). These results suggest that during compression wood formation an increased demand for coniferyl alcohol residues may also be related to an increase in the biosynthesis of lignans. Lignans have been related to defense and heartwood formation [36]. Moreover, PCBER is a prominent poplar xylem protein that is strongly associated with lignifying cells [55], and a general function for PCBER has been proposed in lignifying tissues and wood development. Lignans may be infused in the secondary cell wall during lignification to cope with the oxidative stress accompanying lignin polymerization [55], which may explain the enhanced expression of lignan biosynthesis genes during compression wood formation and *in vitro* tracheid differentiation.

## Conclusions

Our strategy for comparative transcriptomic analysis in pine Cx and Ox has revealed a broad spectrum of changes in the transcriptome of differentiating xylem cells, consistent with the formation of wood with different structures and compositions. This work provides a resource for further characterization of molecular components that determine variation in softwood properties. In particular, the coordinated modulation of expression that was observed for genes involved in serine, SAM, monolignol and lignan biosynthesis, and the central role of glutamine synthetase to avoid N deficiency are important for understanding plant metabolic requirements and regulation during intensive lignification, and should thus be considered in strategies for lignin bioengineering.

## Methods

### Plant material

To construct the different cDNA libraries for microarray manufacturing, *P. pinaster* samples of compression (Cx), opposite (Ox), early (Ex) and late (Lx) developing xylem were collected from different genotypes of a Corsican clonal population planted in 1986 in the forestry station of INRA-Pierroton (Aquitaine, France). Compression wood was induced by bending the stem at an angle of 15° away from the vertical, and 12 samples were collected at the beginning (early wood) and at the end (late wood) of the growing season in 1998 and 1999 (after 8 days, 40 days, 120 days and 1.5 year of starting the stimulus) and 2000 (after 6 hours and 1 days after starting the stimulus). Cx was sampled from the underside of the bent trunk and Ox from the upper side. Ex and Lx samples were collected from a 14-year-old straight tree in April and August 1999, respectively. Juvenile (Jx) and Mature (Mx) developing xylem were sampled in 2001 from the crown and the base (breast height) of the stem in a 30-year-old maritime pine tree from the Aquitaine provenance.

For microarray and northern hybridizations, samples of Cx and Ox were collected from four maritime pine trees between 25 and 35 years old (T1-05, T2-05, T3-05 and T4-05) in May 2005 in Sierra Bermeja (Estepona, Spain). For real-time quantitative PCR analyses (qRT-PCR), samples of Cx and Ox were collected in May 2008 in Sierra Bermeja from four different trees (T1-08, T2-08, T3-08 and T4-08). Cx was induced by bending the tree stem at an angle of 45° for 60 days before sampling. Developing xylem was scraped with a scalpel after removing bark and phloem. Samples were immediately frozen in liquid nitrogen after harvesting and stored at -80 °C until use.

### Development of *Pinus pinaster* calli and *in vitro* differentiation of tracheids

Calli were developed from *Pinus pinaster* hypocotyl explants using the procedures and culture media described by Möller *et al.*[56]. To induce tracheids, callus cells were suspended in EDM liquid medium and transferred to induction media following the same procedure as described by Möller *et al.*[56], except that the induction medium was EDM medium without hormones instead of EDM medium supplemented with activated charcoal. EDM medium with hormones was inoculated in parallel as a control medium.

### Tissue preparation and phloroglucinol staining for light microscopy

Xylem scrapings were fixed by the freeze substitution method [57]. Tissue pieces were embedded in Paraplast (Leica Microsystems) at 42 °C in a progression series with Histo-Clear and then incubated six times in Paraplast at 62 °C for 8 h. Sections (10 μm) were then obtained from embedded tissues with a Leitz microtome (Ernst Leitz, Midland, Ontario, Canada) and directly mounted onto poly-L-Lys-coated glass slides. Sections were stained with phloroglucinol (Sigma-Aldrich) following the procedure described elsewhere [58] and visualized under light microscopy, using a Nikon Eclipse E 800 microscope.

### Lignin quantification

Cell wall preparation and lignin quantification was performed following the method described by Lange *et al.*[59]. For cell wall preparation 100 mg of tissue was used.

### Isolation of RNA

Total RNA was isolated following the method of Chang *et al.*[60]. RNA concentration and purity was determined by spectrophotometry and integrity was confirmed by electrophoresis on denaturing agarose/formaldehyde gels.

### Construction of cDNA libraries

The cDNA probes for microarray construction were obtained from two different sources. A composite cDNA library was constructed from a mixed pool of equal amounts of total RNA extracted from samples of the Corsican provenance described above, including Ex, Lx and the Cx and Ox samples from artificially bent trees for different periods of time (from 6 hours to 1.5 years). PolyA(+) RNA was isolated from the mixed pool of total RNA, and the cDNA library was constructed using the λ-ZAP-cDNA synthesis kit (Stratagene, La Jolla, CA, USA).

The second source of cDNA probes was four subtractive cDNA libraries constructed from samples of the Corsican provenance by the suppression subtractive hybridization method (SSH), using the PCR-Select cDNA Subtraction Kit (Clontech, Palo Alto, CA, USA). Two SSH libraries were produced using cDNAs from Cx and Ox by performing the subtraction procedure in both directions. The same procedure was followed to obtain two SSH libraries with samples of Jx and Mx. Subtracted cDNAs were cloned in pGEM®-T Easy plasmid (Promega, Madison, WI, USA), transformed into *Escherichia coli* JM109 (Promega) or XL1Blue (Stratagene, La Jolla, CA, USA) and plated on LB plates containing 100 μg/mL ampicillin, 1 mM IPTG and 80 μg/mL X-gal. White colonies were selected from each library and separately cultured in 96-well plates containing LB with ampicillin.

### Construction of cDNA microarrays

To construct cDNA microarray 1, 2800 inserts from the composite λ-ZAP cDNA library were PCR-amplified using T3 and T7 primers or M13 Forward and M13 Reverse primers. PCR products were purified with 96-well multiscreen filter plates (Millipore Corp. Bedford, MA, USA). Amplified cDNAs were checked on agarose gel electrophoresis after purification. Solutions of purified-cDNA probes in 50% DMSO were prepared to a concentration between 100 and 200 ng/μl, and stored at -20 °C until use. Each cDNA probe was printed in duplicate onto ULTRA gaps II coated slides (Corning Inc., NY, USA) using a Qarray2 (Genetix Ltd, Queensway, UK) with a telechem printing head and 16 split pins (Biorobotics, Cambridge, UK), and with a 4 x 4 configuration. As a control, ArrayControl Sense Oligo Spots (spikes) (Ambion Inc., Austin, TX, USA) were included. After printing, the slides were dried at room temperature and the spotted cDNA were cross-linked to the slide surface by UV irradiation at 300 mJ/cm^2^.

For cDNA microarray 2, 4041 cDNA clones from the four SSH libraries described above were randomly selected and cDNAs inserts were amplified by PCR using Nested PCR primers 1 and 2R included in the PCR-select cDNA subtraction kit (Clontech, Palo Alto, CA, USA). PCR-amplified cDNA were purified and spotted in duplicate as described above.

### Microarray hybridization, scanning and data acquisition

Dye labeled aRNA was synthesized with the Amino allyl MessageAmp II aRNA amplification kit (Ambion Inc., Austin, TX, USA). Prehybridization, hybridization, and posthybridization washes were carried out using Pronto!™ Universal Hybridization Kit (Corning Inc.) in a HS 400 Pro hybridization station (Tecan Trading AG, Switzerland). Five micrograms of each of the labeled aRNA targets was added to the hybridization solution and denatured at 95 °C for 5 min. The slides were hybridized for 16 h at 42 °C. Hybridized slides were scanned with 5 μm resolution, and signal intensities were detected with a Q-Scan scanner (Genetix).

### Microarray data analysis

Four dual-target hybridizations were performed using labeled aRNA targets from Cx and Ox samples from different individual pine trees (T1-05, T2-05, T3-05 and T4-05), including two dye-swap experiments. Since every slide was printed with two full replicates of the microarray, each microarray data set consisted of four dye-balanced hybridizations for each type of xylem in duplicate. Spots flagged below 0 using GenePix v6.0 software (Axon Instruments) and those with signal intensities that did not surpass 2X the background signal in both channels were discarded. Background correction was performed with the “normexp” method of the limma library. The M value was defined as the base two logarithm of every expression ratio, computed as the ratio between the background-corrected foreground intensities of the Cy3 and Cy5 channels. Raw expression data were normalized for all sources of systematic variation with the print-tip loess [61], using the common assumption of considering the whole microarray expression as invariant. Scaling between arrays was not needed. Gene significance was then estimated using a robust linear model corrected by a moderated *t*-test (empirical Bayes) [62]. The multi-testing effect was corrected adjusting *p*-values by the Benjamini and Hochberg method [63]. A gene was considered significantly up- or down-regulated if it met these two criteria: (1) adjusted *p* ≤ 0.001; and (2) fold change ≥ 1.5. The Biobase v 2.0.1 of the Bioconductor package [64] was installed under R version 2.7.1 for all statistical analysis, mainly the limma v 2.14.5 [65] and marray v 1.18.0 libraries (http://www.bioconductor.org/packages/release/bioc/html/marray.html). The outputs of microarray analyses carried out in this study are available at Gene Expression Omnibus data repository (GEO accession numbers GSE37678 and GSE37736). All data are MIAME compliant.

### Sequencing and sequence analysis

A total of 12,134 plasmid clones from the composite cDNA library were sequenced by single pass from the 5´-end with the T3 primer, which rendered 8429 ESTs. These sequences were pre-processed and assembled into unigenes before proceeding to functional annotation as described elsewhere [32]. Sequencing of cDNA clones from the SSH libraries from genes that were differentially expressed in Cx and Ox according to microarray 2 data were carried out using M13 forward, SP6 or T7 primers. Vector and adapter sequences were deleted using SeqTrim [66]. Sequences with an internal *Rsa*I site were discarded and not considered for contig assembly, as they were supposed to contain fusions of two cDNA fragments. All the sequences were deposited in the EMBL Nucleotide Sequence Database (accession numbers are listed in Additional file 3).

Contigs were established using CAP3 [67]. Non-redundant cDNA sequences after EST assembly were annotated by BLASTX at GenBank and classified into functional groups using data reported in the literature and MIPS functional catalogue [68]. Only BLASTX hits with E-values ≤ 1x10^-10^ and a minimum of 50% similarity were selected for annotation. Sequences showing weak similarity (E-value > 1x10^-10^) and those without significant similarity were compared by BLASTN algorithm with the Pine Gene Index database (http://compbio.dfci.harvard.edu/tgi/cgi-bin/tgi/gimain.pl?gudb=pine). The resulting pine tentative contigs (TCs) or pine ESTs, which shared more than 90% of identity with each query sequence, were used as new queries for BLASTX at GenBank.

### Northern blot analysis

Seven micrograms of total RNA from Cx or Ox were analyzed by Northern blot as previously described [69]. ^32^P labeled probes of selected genes were produced with the High Prime System (Roche Diagnostics). Prehybridizations and hybridizations were performed at 65 °C. Hybridized membranes were washed with 1X SSC, 0.1% SDS and 0,1X SSC, 0.1% SDS at 65 °C.

### Real-time quantitative PCR analysis (qRT-PCR)

RNA samples were treated with RNase-Free rDNase to eliminate genomic DNA contamination and then purified using NucleoSpin RNA clean-up (Macherey-Nagel, Dürem, Germany). The quality of the treated RNA was checked by both gel electrophoresis and spectrophotometry. Reverse transcription using 1 μg of total RNA was carried out with iScript cDNA Synthesis Kit (Bio-Rad Laboratories, CA, USA).

Sense and antisense primers were designed for the specific amplification of selected genes. The sequences of the primers are shown in Additional file 5. PCR reactions were performed in a Stratagene MxPro 3000P Real-Time PCR System (Stratagene). Reactions were performed in 25 μL containing Quantimix easy master mix (Quantimix Easy SYG kit, BioTools B&M Labs, S.A., Madrid, Spain), 0.4 μM of each primer and 10 ng of cDNA (RNA equivalent). PCRs were performed by incubation 2 min at 95 °C followed by 40 cycles of 30 s at 95 °C, 30 s at specific annealing temperature and 15 s at 72 °C. Fluorescence was measured at the end of each extension step. Three technical replicates were analyzed for each sample. The specificity of each amplification reaction was verified by melting point analysis at the end of each experiment, and during protocol development by gel electrophoresis. In every assay negative controls were included with RNA not reverse transcribed from the different analyzed samples or without template to rule out contaminations due to remaining genomic DNA or sample manipulations.

The values of amplification efficiency, Ct and initial fluorescence (R_0_) for every reaction were calculated with the Miner algorithm [70]. Relative expression levels were obtained from the ratio between R_0_ of the target gene and a normalization factor. To determine the normalization factor, the relative transcript abundances of five genes with fold change value of 1 in the microarray analyses were also determined by qRT-PCR (see Additional file 5 for primer sequences) and analyzed with the geNorm algorithm [71] to select the combination of more stable genes in every experiment. For Cx versus Ox comparison the geometric mean of R_0_ obtained for ribosomal protein L34 and actin was used. For the analysis of relative transcript abundance during *in vitro* development of tracheids the geometric mean of R_0_ values for the genes encoding 40 S ribosomal protein S27, Ubi-like protein and elongation factor 1α was used.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

DPV, SMD-M, FMC and FRC designed and constructed the microarrays. DPV, SMD-M, E-SSS, RAC and SHEK performed the experiments. DO and FRC constructed the different cDNA libraries. RB helped in managing and arranging cDNA clones for EST generation. MGC performed the computational analyses of hybridized microarrays. DPV and FRC analyzed the data and made biological and literature interpretations of the results. FMC and MGC discussed the data and revised the manuscript. FRC designed the experiments, wrote the grants that funded the project, directed the project and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Relative expression values obtained with the analysis of microarray 1 and statistical significance.** Spots flagged as bad, not found or absent and those with a signal intensity that did not surpass 2X their background signal were discarded. The relative expression level is expressed as the binary logarithm of the Ox/Cx expression ratio (log2 Fold Change). For each probe the values for the moderated t-statistic (t), associated *p*-value (P-value) and the associated *p*-value after adjustment for multiple testing (Adjusted P-value) are shown. Click here for file

Additional file 2 Relative expression values obtained with the analysis of microarray 2 and statistical significance. Click here for file

Additional file 3 **Sequences of annotated EST and contigs of genes differentially expressed during compression and opposite wood formation.** The sequence with the higher match score in the GeneBank (GeneBank match) together with the BlastX outcome values (eValue, Score, Positives) or the Pine Gene Index database (PGI tentative contig) are included. Values of relative expression (log2 Fold Change (Ox/Cx)) according to microarray analysis and statistical significance are also shown. Click here for file

Additional file 4 **Relative transcript abundance of genes involved in S-adenosylmethionine metabolism in Cx and Ox.** Values for normalized relative abundance ± SE used to construct Figure 6. Click here for file

Additional file 5 Sequences of primers used in qRT-PCR. Click here for file

Additional file 6 **Relative transcript abundance of the reference genes encoding ribosomal protein L34 and actin in the RNA samples from Cx (black bars) and Ox (grey bars).** Values are means ± SE of three independent replicates. Click here for file

# Supplementary material for: Reprogramming of gene expression during compression wood formation in pine: Coordinated modulation of S-adenosylmethionine, lignin and lignan related genes
**Source:** BMC Plant Biol. 2012 Jun 29;12:100. doi: 10.1186/1471-2229-12-100
**Supplement:** Additional file 5 — Sequences of primers used in qRT-PCR.

| Gene           | Primer sequence                  | Orientation | GenBank Accession number of full-length cDNA sequence |
|----------------|----------------------------------|-------------|-------------------------------------------------------|
| <i>GDCH</i>    | 5' -ACAGATGATCTAGGACATGC-3'      | Forward     |                                                       |
| <i>GDCH</i>    | 5' -CACTTATTTGCACTTGAAGG-3'      | Reverse     | HE574563                                              |
| <i>GS1b</i>    | 5' -TGATTGCTGAGACCAACCATCC-3'    | Forward     |                                                       |
| <i>GS1b</i>    | 5' -GGGAAATACTTTAGGCACAGAGAG-3'  | Reverse     | AJ005119                                              |
| <i>MS</i>      | 5' -ACATGGTTGCATCTGCCAAG-3'      | Forward     |                                                       |
| <i>MS</i>      | 5' -CAAGACCACAAACCAACTAACC-3'    | Reverse     | HE566045                                              |
| <i>SAHH</i>    | 5' -CCGTTGAGGGACCTTACAAG-3'      | Forward     |                                                       |
| <i>SAHH</i>    | 5' -TGGAACAAAACAATGGAGCCG-3'     | Reverse     | HE574555                                              |
| <i>SAMS</i>    | 5' -CCTGGCATGATTTCTATCAACC-3'    | Forward     |                                                       |
| <i>SAMS</i>    | 5' -TGA CT TGCC TCTTACTTCACAG-3' | Reverse     | HE574556                                              |
| <i>mSHMT</i>   | 5' -CCACACTTCCAAGCTGAAATTG-3'    | Forward     |                                                       |
| <i>mSHMT</i>   | 5' -TCAAAGCTGGTCTGTA ACTCC-3'    | Reverse     | HE574554                                              |
| <i>cSHMT</i>   | 5' -GCACAGTTTGATATGCCTGG-3'      | Forward     |                                                       |
| <i>cSHMT</i>   | 5' -ATCCCTCTAGCTACCAACTTTC-3'    | Reverse     | HE574564                                              |
| <i>HCT</i>     | 5' -TGCAACCAGATCATATGGCTC-3'     | Forward     |                                                       |
| <i>HCT</i>     | 5' -ATCCCGAGTACAATTCTCCATG-3'    | Reverse     | HE574565                                              |
| <i>COMT</i>    | 5' -GGCGTTAAACCTGTCTGTTG-3'      | Forward     |                                                       |
| <i>COMT</i>    | 5' -AATCGTAGTGGGGACTCTAGG-3'     | Reverse     | HE574557                                              |
| <i>CCoAOMT</i> | 5' -TCCCCTGAGGAAATATGTGAG-3'     | Forward     |                                                       |
| <i>CCoAOMT</i> | 5' -CAATAGACGAGCAGAAACAAGG-3'    | Reverse     | FN824798                                              |
| <i>MTHFR</i>   | 5' -TTGTATCCCGATGGTGATCC-3'      | Forward     |                                                       |
| <i>MTHFR</i>   | 5' -AACCACACTGTGACAGCTTC-3'      | Reverse     | HE574560                                              |
| <i>PHGDH</i>   | 5' -AGATGACGAACCGACAAAGG-3'      | Forward     |                                                       |
| <i>PHGDH</i>   | 5' -ATGCTCTAGTTGTGCCCTGA-3'      | Reverse     | HE574561                                              |
| <i>PSAT</i>    | 5' -TAAGGGACATCGATCAGTGG-3'      | Forward     |                                                       |
| <i>PSAT</i>    | 5' -AGCCTTG CAGATTTGAGACC-3'     | Reverse     | HE574562                                              |
| <i>PPDBR</i>   | 5' -ACCTGTCATTTATCTGGGGC-3'      | Forward     |                                                       |
| <i>PPDBR</i>   | 5' -GGCTTGAGACAAATGACTGC-3'      | Reverse     | HE575885                                              |
| <i>PLR</i>     | 5' -TCAATCCAACCAACTGGAGG-3'      | Forward     |                                                       |
| <i>PLR</i>     | 5' -CAAAGCAATCCTGATACGAGCG-3'    | Reverse     | HE574558                                              |
| <i>PCBER</i>   | 5' -TACCACTGTCGATGAGTACC-3'      | Forward     |                                                       |
| <i>PCBER</i>   | 5' -ACAGGAGGTTCTGTTCTGCC-3'      | Reverse     | HE574559                                              |

| Reference gene                 | Primer sequence                | Orientation |
|--------------------------------|--------------------------------|-------------|
| <i>L34</i>                     | 5' -CTAGGAGTTAGGGTTAAGATGC-3'  | Forward     |
| <i>L34</i>                     | 5' -GGTACATGGTCAAAACAAGCATG-3' | Reverse     |
| <i>ACT</i>                     | 5' -ATCTCTCAGCACATTCCAACAG-3'  | Forward     |
| <i>ACT</i>                     | 5' -TATTGCCACCATCATCTCAAGC-3'  | Reverse     |
| <i>EF1 <math>\alpha</math></i> | 5' -TGCTGTTGGAGTCATCAAGG-3'    | Forward     |
| <i>EF1 <math>\alpha</math></i> | 5' -CTCGTGCATCAGAATCAGACA-3'   | Reverse     |
| <i>UBI-like</i>                | 5' -ACGATCATGTTTTTCAACTACGC-3' | Forward     |
| <i>UBI-like</i>                | 5' -TCATAACCATCAGAATGCCAATC-3' | Reverse     |
| <i>27s</i>                     | 5' -TCTTGAGAGTGGAGAATGGG-3'    | Forward     |
| <i>27s</i>                     | 5' -CGCATCAGTCATACTCACCT-3'    | Reverse     |

How the deposited data were processed for this re-analysis (not part of the article)

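Compression (Cx) and opposite (Ox) developing xylem of 4 maritime pine trees was compared on cDNA microarray 1 by hybridizing a Cx target and an Ox target to the same slide. The authors deposited 8 columns of log2 ratios over 2910 spots, which they had made by quantifying the spots in GenePix, correcting the background with the normexp method and normalizing each array with print-tip loess, without scaling between arrays. No spot had a missing value and no spot identifier was repeated. The authors' filters on spot flags and on signal over background, which left 2598 spots in the paper, were not applied to the deposited ratios used here. Intensities, and with them the signal over background of a spot, are not analysed here, so that the number of arrays is the only measure of precision. All 8 columns were mapped to samples, and 0 columns were left unused.

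By the labels, 4 columns have Cx in Cy3 and 4 have Ox in Cy3, each set numbered by tree. Columns with Ox in Cy3 were multiplied by -1 to give log2(Ox/Cx). This direction was taken from Additional file 1 and not from the methods sentence on Cy3 and Cy5, because the mean of the turned columns equaled the paper's log2 fold change in all 1999 rows of that table used here, which are the first of its 2598 rows. No overlap or set test was run on the paper's tables, since those used here are shortened. The same equality gave the spots their clone names, and Additional file 3 gave 74 more. Where Additional file 3 lists another value for a clone than Additional file 1, as it does for 4 clones, it was not used to name a spot. In all, 2073 spots were named and 837 were not. No genome was used, and gene names are those of the paper and of Additional file 3.

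Columns that the labels number as different trees formed 4 near-identical pairs, and the methods describe 2 full copies of the array on each slide and 4 hybridizations. The copies were therefore averaged, and n is 4 hybridizations. This departs from the design set before the data were examined, which averaged the 2 columns with the same tree number, and it was decided after the values were seen. That the tree numbers pair the columns was checked through the correlation of same-numbered columns' deviations from the means of the orientations, which was 0.00, -0.03, -0.02 and -0.01 for numbers 1 to 4. Since none of these exceeds 0.1 the numbers were not taken to pair the columns. The columns of a pair are near-identical, so the 4 correlations rest on nearly the same difference between slides and are not separate checks.

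Each spot was fitted in limma 3.58.1 with a robust linear model (at most 200 iterations) and an intercept only, moderated by empirical Bayes, and adjusted by the Benjamini-Hochberg method over 2910 spots. Calls were made at a change of at least 1.5-fold with an adjusted p of at most 0.001, as in the paper, or at most 0.05. The standard deviations given are those of the 4 hybridization averages. Where hybridizations differ in weight, the robust estimate, to which the calls and the adjusted p belong, differs from the plain mean. Values with ± are plain means, both are given for a clone or spot reported singly where they differ at 2 decimals, and ranges and medians over clones are of robust estimates unless said otherwise. R 4.3.3, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The dye effect is the part of the ratio that keeps its colour when the dyes are swapped. On the 4 hybridizations it was tested in limma by least squares, with a tissue term and a dye term. In averages over same-numbered columns it was tested with the robust intercept-only model and by least squares. Differences between labelled trees were tested with limma's moderated F test. The exact binomial intervals are at the 95% level, take spots as independent and cover counting error only. The signs of the 4 hybridizations were reassigned in all 8 distinguishable ways to see how many calls other assignments give.

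Before any data were examined, the clones to be named were fixed by rule. The first part takes every clone of microarray 1 that the paper's results, discussion or legend of Fig. 4a name by sequence accession, or that Additional file 3 places in a contig the results name, whatever its value. The second part takes up to 5 clones in each direction with the largest change among those past an adjusted p of 0.001 and 1.5-fold and with one direction on all hybridizations. The first part gave 45 clones, 1 of which enters the counts but is not reported singly here, and both together gave 53 different clones or spots. All 45 had a lower ratio in Ox on every hybridization, 43 were past an adjusted p of 0.05 and 1.5-fold, and 44 were past it when adjusted over the list alone. The study chose that list on these samples, so that neither these counts nor the shared direction is independent evidence.

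The fits were tested on simulated data of 2910 spots with 200 changed, in 5 simulations that carried the spread seen between and within slides. Each changed spot was given a change clearly larger than 1.5-fold, so changes near that limit were not simulated. A changed spot was found if it was past the adjusted p and 1.5-fold. False calls are the unchanged share of all spots past the adjusted p, without the fold limit. At an adjusted p of at most 0.05, the robust fit to hybridization averages found 91.9% of the changed spots with 1.61% false calls, and least squares found 97.3% with 1.42% false calls. Copies on a slide as a block found 99.4% with 7.61% false calls. Averages over same-numbered columns found 98.8%, and 49.4% of their spots past the adjusted p were unchanged. The false shares among calls past 1.5-fold as well are not given here and can differ. At an adjusted p of at most 0.001, the robust fit found 40.3% with 0 false calls and least squares 66.2% with 0 false calls. At that limit copies as a block found 98.7% with 1.20% false calls and same-numbered averages 88.2% with 6.47% false calls.

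The alternatives tried were least squares, other units of replication, a dye term, each dye orientation alone, centring and scaling of the columns, a robust empirical Bayes step, a test against 1.5-fold, unadjusted p-values, and each labelled replicate or hybridization left out in turn. The second microarray of the paper, the northern blots, the quantitative PCR, the lignin assays and the callus cultures are not analysed here.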

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

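Of the tests in this part, the share of hybridization 1 over the whole array was set before its result was seen, whereas the tests on a stronger difference in one tree and on the unnamed wells were chosen after the results were seen.

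In 5 of 53 clones and spots tested, hybridization 1 stood apart from the other 3, with a gap divided by the range above Dixon's 95% critical ratio. The ratio was 0.894 for the C3H clone GEM-002-C04, where hybridization 1 was at -1.98 and the others between -1.24 and -1.16. It was 0.905 for the 4CL clone GEM-081-A07 (-1.70 against -0.74 to -0.64), 0.845 for the CAD clone GEM-095-C04 (-1.83 against -1.06 to -0.92) and 0.995 for the cellulose synthase clone GEM-026-B12 (-1.002 against -0.47 for each of the others). For the putative phosphoethanolamine N-methyltransferase clone GEM-103-A03 it was 0.832, and hybridization 1 lay nearer to 0, at -1.48 against -2.72 to -2.51. Chance alone puts about 1 in 20 groups past this ratio, and 3.02% of all spots were past it. Hybridization 1 was the one apart in 22 of the 88 spots past the ratio, or 25%, the share that each of 4 hybridizations has by chance. This share would not detect a small shift of the whole array, so a deviation of hybridization 1 over the array stays open. Without it, the calls at an adjusted p of at most 0.001 and 1.5-fold rose from 16 to 31 toward Cx and from 6 to 13 toward Ox. A stronger difference between the xylem types in the tree of that hybridization would push calls away from 0 in both directions. Set against hybridization 2, of the same dye orientation, hybridization 1 lay lower by a median of -0.20 over the calls toward Cx, but over the calls toward Ox the median was -0.0927, with hybridization 1 higher in 40 of 97. A stronger difference is thus not seen over the calls toward Ox, but a deviation of the array could mask it there, so that neither was excluded. Against the mean of all the others, hybridization 1 was displaced by -0.17 over the calls toward Cx and by -0.22 over those toward Ox. Over the latter, hybridization 2 was displaced by -0.18, hybridization 3 by 0.34 and hybridization 4 by 0.09, so that the displacement there was not particular to hybridization 1. Over the calls toward Cx, hybridization 2 was displaced by 0.10, hybridization 3 by -0.01 and hybridization 4 by 0.11, so that hybridization 1 was displaced most there. Over all spots the displacements were -0.05, -0.02, 0.02 and 0.05 for hybridizations 1 to 4. Normalization or labelling of the slide of hybridization 1 was not tested, because intensities are not used here, and a difference between trees in these genes alone stays open too. None of the 53 changed its side of an adjusted p of 0.05 and 1.5-fold when hybridization 1 was left out.

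In the first corner of plate Q1, 12 of 16 adjacent wells were called toward Cx at an adjusted p of at most 0.05 and 1.5-fold, with log2(Ox/Cx) from -2.82 to -1.26. None of the 16 has a clone name in the tables used here, and the Cx sheet of Additional file 3, whose 227 clones of microarray 1 were each joined to a spot, holds none of them. In 180 other blocks of 16 wells, the largest number of such calls was 5 and the median was 1. All 12 wells were lower in Ox on each of the 4 hybridizations, which their being called nearly requires. Their median absolute dye effect was 0.0356 on the log2 scale against a median ratio of -2.09, but an artifact that keeps its colour cancels in the dye-balanced ratio on which the wells were called, so that this value does not test it and a technical cause stays open. The wells could hold the control spikes that the methods describe, which would follow the amounts added to each target, or clones that were left out of the paper's lists. Neither was tested, and a difference between Cx and Ox stays open as well.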

How the results depend on the processing

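The fits to averages over same-numbered columns were set before the data were examined. The copies on a slide as a block, the dye term on 4 hybridizations, the leaving out of single hybridizations and the comparison of hybridizations within an orientation were chosen after the values were seen, as was the fit to 4 hybridizations itself.

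At an adjusted p of at most 0.001 and 1.5-fold, where 16 spots were called toward Cx and 6 toward Ox, the counts depended on the fit. They were 107 and 22 by least squares, 254 and 81 with the 8 columns as independent values, 173 and 73 for averages over same-numbered columns, 240 and 87 with copies on a slide as a block, 37 and 18 with a dye term on 4 hybridizations, and 193 and 52 at an unadjusted p of at most 0.001. They were 0 and 0 with either dye orientation alone, which leaves 2 hybridizations, and 0 and 0 after centring and scaling, where the calls at an adjusted p of 0.05 still numbered 253 and 114. The calls toward Ox fell to 2 under robust empirical Bayes and to 2 under limma's test against 1.5-fold. Centring alone gave 16 and 6. Without one labelled replicate, which leaves 1 copy of a hybridization in each orientation, the counts ranged from 15 to 21 toward Cx and from 6 to 7 toward Ox. Without one hybridization they ranged from 3 to 31 toward Cx and from 2 to 13 toward Ox. The lowest counts, 3 and 2, came without hybridization 2, the highest, 31 and 13, without hybridization 1. They were 5 and 2 without hybridization 3 and 20 and 3 without hybridization 4. The residual degrees of freedom fall when a hybridization is left out, and the cause of the rise without hybridization 1 was not tested.

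At an adjusted p of at most 0.05 and 1.5-fold, where 266 spots were called toward Cx and 97 toward Ox, the counts stayed within 1.5 times under all alternatives except 2. The test against 1.5-fold, a stricter hypothesis, gave 66 and 13, and Ox in Cy3 alone gave 196 toward Ox. The share on the Cx side, 73.3%, was 78.1% with Cx in Cy3 alone, 57.7% with Ox in Cy3 alone and 83.5% under the test against 1.5-fold. Without one hybridization it ranged from 66.8% to 76.5%. It stayed above 50% in every alternative run.

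With the labelled tree as a replicate block, the counts at an adjusted p of at most 0.001 were 287 and 123 as a random block and 255 and 112 as a fixed block with a dye term. Same-numbered columns did not deviate together (r of 0.00, -0.03, -0.02 and -0.01), so the numbers do not pair the columns, and the estimated correlation within a block was -0.689 without a dye term, which narrows the error of the mean.

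The correlation of the robust estimates with the fold changes of Additional file 1, 0.999, was 0.918 with Cx in Cy3 alone, 0.939 with Ox in Cy3 alone and -0.20 for the means over the 8 columns with the signs as deposited, where the median absolute difference was 0.223. The last follows from averaging opposite signs. The dye effect was past an adjusted p of 0.05 for 0 spots on the 4 hybridizations in limma's least-squares fit with a dye term. At an unadjusted p of at most 0.05 there were 1091. It was past the adjusted limit for 1337 spots in robust fits to averages over same-numbered columns and for 1535 spots in the same averages by least squares. The spots that differ between labelled trees numbered 6 with the dye term, 0 without it, 12 after scaling, and 1757 when the 2 hybridizations of each orientation were set against the copies on a slide. In the last of these the error is that between copies on one slide and not between trees.

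Of the 53 clones and spots named, none reversed under any alternative. Under the test against 1.5-fold, 23 were no longer called at an adjusted p of 0.05 and 1.5-fold. Without hybridization 2, 5 lost that call, without hybridization 3 there were 4, with Cx in Cy3 alone 4, with Ox in Cy3 alone 2, and after centring, with or without scaling, 1. Some of these fell under 1.5-fold and kept an adjusted p of at most 0.05, among them both with Ox in Cy3 alone. The filters on missing values and the choice on repeated rows, set beforehand, were not run, because no value was missing and no identifier was repeated. The spots' signal over background, which would limit dim spots most, is not analysed here.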

Differences from the paper's values

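Of the settings named in this part, the copies on a slide as a block and the fits to 4 hybridizations, with a dye term or with one left out as well, were chosen after the values were seen.

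The paper reports 229 spots up-regulated in Cx at an adjusted p of at most 0.001 and 1.5-fold, and the fit to the 4 hybridizations called 16. Among the settings fixed before the data were examined, those within 1.5 times of the paper's count were the 8 columns as independent values (254), the labelled tree as a random block (287) or as a fixed block with a dye term (255), averages over same-numbered columns (173) and an unadjusted p of at most 0.001 (193). The settings that stayed further away were least squares, each dye orientation alone, centring, centring with scaling, robust empirical Bayes, the test against 1.5-fold and each labelled replicate left out. For Ox the paper reports 90 spots, and the fit to the 4 hybridizations called 6. The same settings came within 1.5 times of that count, with 81, 123, 112 and 73, except the unadjusted p of at most 0.001, which gave 52 and stayed further away with the others.

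The copies on a slide as a block gave 240 spots toward Cx and 87 toward Ox. This setting was chosen after seeing the values, and among the compared clones it dropped 11 of the 159 that the paper's table calls toward Cx and 6 of the 62 that it calls toward Ox.

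The paper states that the genes it names from microarray 1 were up-regulated in Cx at its limits. All 45 of their clones were lower in Ox on each of the 4 hybridizations, 43 were past an adjusted p of 0.05 and 1.5-fold, and 3 were past an adjusted p of 0.001. At the latter limit, 45 were called with the labelled tree as a random block, 43 with it as a fixed block, 43 with the 8 columns as independent values, 26 in averages over same-numbered columns, 23 by least squares and 44 with the copies on a slide as a block. A dye term on 4 hybridizations called 8, leaving out hybridization 1 called 10 and leaving out hybridization 4 called 5, and leaving out a labelled replicate called between 3 and 5. Centring called 3, robust empirical Bayes 2, and the test against 1.5-fold, leaving out hybridization 2 and leaving out hybridization 3 each called 1. Centring with scaling and either dye orientation alone called 0 of the 45 at that limit, and 42, 40 (Cx in Cy3) and 41 (Ox in Cy3) at an adjusted p of 0.05. The GS1b clone GEM-087-B02 and the cellulose synthase clone GEM-026-B12, not called at 0.05 in the fit to the 4 hybridizations, were both called at that limit by least squares, with the labelled tree as a block, in averages over same-numbered columns, with copies on a slide as a block and with a dye term on 4 hybridizations. GS1b was also called with the 8 columns as independent values, with Cx in Cy3 alone, without replicate 4 and without hybridization 4, and the cellulose synthase clone also without hybridization 2, 3 or 4.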

Other observations

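The tests on the centring of the columns and on reassigned signs were set before their results were seen, and the tests on the copies, the numbering, the degrees of freedom and the dye orientations were chosen after.

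Columns that the labels number as different trees were near-identical in pairs. That the columns of a pair are 2 copies of the array on one slide is consistent with the standard errors derived from the fold changes and t of Additional file 1, which follow from that pairing with a median residual of 1.61e-07 and from no other of the 105 pairings with less than 0.0150. The numbering of the labels is argued against, since a shared tree would make same-numbered columns deviate together from the means of their orientations, and the highest of the 4 correlations of these deviations across spots was r = 0.00415. That trees 1 and 2, and trees 3 and 4, were merely alike is argued against as well. The difference between the 2 slides of an orientation would then recur with the dyes swapped, and the 2 differences correlated at r = -0.0114 across spots, which are not independent replicates. The same r argues against dye swaps that repeat both trees of an orientation. The 2 differences would then correlate, negatively if the order of the trees was reversed. The 4 correlations by number and the r = -0.0114 rest on nearly the same difference between slides, so they are not separate evidence. Which trees the 4 slides carry stays open, as does whether a single tree was repeated or shared by the 2 slides of an orientation. If a tree was used on more than 1 slide, the 4 hybridizations are fewer than 4 independent trees. No biological explanation was tested.

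The number of calls at an adjusted p of at most 0.001 was far lower on 4 hybridizations than in the paper. A candidate explanation is that the copies on a slide count toward the degrees of freedom in the paper's fit. The derived standard errors follow from the paired copies with a largest residual of 4.15e-06. With 14.1 total degrees of freedom, the paper's t gave its p-values within 2.47e-05 in log10. Its fold changes equal plain means, whereas the robust estimates correlated with them at r = 0.999. These values argue against the robust fit to the 4 hybridizations as the fit behind the paper's counts. On the 1991 compared rows, a fit with the copies as a block called 162 clones toward Cx and 65 toward Ox, where the paper's table calls 159 and 62, whereas the robust fit to the 4 hybridizations on those rows called 3 and 1 and robust averages over same-numbered columns 102 and 45. The fit with the copies as a block is by least squares, and least squares on the 4 hybridizations called 55 and 14 on those rows, so that part of the gap goes with the form of the fit. This was found and tested on the same values.

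Reassigning the signs of the 4 hybridizations gave as many calls as the actual assignment in 1 of 8 assignments, the actual one, both at an adjusted p of at most 0.05 (363 calls, with at most 58 in any other assignment) and at 0.001 (22 calls, with at most 4). With 8 assignments the share cannot fall below 0.125, so chance cannot be excluded by this count.

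The larger number of calls toward Cx could arise from how the columns are centred or from the dyes. After each column was centred on its median, 70.2% of calls were still toward Cx, which argues against centring as the whole cause. Among all spots past 1.5-fold, 75.2% were toward Cx in the hybridizations with Cx in Cy3 and 57.5% in those with Ox in Cy3. Both are over 50%, which argues against dye bias as the whole cause, although the share differs between the orientations, and each rests on 2 hybridizations. Print-tip loess assumes that most spots do not change, and a general shift between the xylem types would be removed by it, so the absolute balance of up- and down-regulation stays open, as does a biological excess of transcripts higher in Cx.

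The median absolute dye effect over all spots was 0.12 on the log2 scale, and it was 0.5 or more in 22 spots.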
